# Transposase-assisted target-site integration for efficient plant genome engineering

**DOI:** 10.1038/s41586-024-07613-8

**Published:** 2024-06-26

**Authors:** Peng Liu, Kaushik Panda, Seth A. Edwards, Ryan Swanson, Hochul Yi, Pratheek Pandesha, Yu-Hung Hung, Gerald Klaas, Xudong Ye, Megan V. Collins, Kaili N. Renken, Larry A. Gilbertson, Veena Veena, C. Nathan Hancock, R. Keith Slotkin

**Keywords:** Molecular engineering in plants, Transgenic plants, Transposition, Genetic engineering

## Abstract

The current technologies to place new DNA into specific locations in plant genomes are low frequency and error-prone, and this inefficiency hampers genome-editing approaches to develop improved crops^1,2^. Often considered to be genome ‘parasites’, transposable elements (TEs) evolved to insert their DNA seamlessly into genomes^3–5^. Eukaryotic TEs select their site of insertion based on preferences for chromatin contexts, which differ for each TE type^6–9^. Here we developed a genome engineering tool that controls the TE insertion site and cargo delivered, taking advantage of the natural ability of the TE to precisely excise and insert into the genome. Inspired by CRISPR-associated transposases that target transposition in a programmable manner in bacteria^10–12^, we fused the rice *Pong* transposase protein to the Cas9 or Cas12a programmable nucleases. We demonstrated sequence-specific targeted insertion (guided by the CRISPR gRNA) of enhancer elements, an open reading frame and a gene expression cassette into the genome of the model plant *Arabidopsis*. We then translated this system into soybean—a major global crop in need of targeted insertion technology. We have engineered a TE ‘parasite’ into a usable and accessible toolkit that enables the sequence-specific targeting of custom DNA into plant genomes.

## Abstract (web summary)

Fusion of rice Pong transposase to the Cas9 or Cas12a programmable nucleases provides sequence-specific targeted insertion of enhancer elements, an open reading frame and gene expression cassette into the genome of the model plant *Arabidopsis* and crop soybean*.*

## Main

Transgenesis in plants is widely used to both generate research tools and engineer crop improvement^13^. Traditional transgene integration occurs at random locations in the plant genome^14^, which can generate unintended mutations and subject the expression of the transgene to undesired position effects^15,16^. Sequence-specific target-site integration of transgenes is highly desired and has been attempted in plants for over a decade (reviewed previously^1^). Although there has been progress^17,18^, the low efficiency and quality of current target-site integration technologies hampers crop genome engineering^2^.

Several approaches have been taken in plants to insert transgenic sequences into specific genomic locations^17–19^. Homologous recombination (HR) in plants has been demonstrated, but the rate is extremely low and it is therefore not used^20^. Programmable nuclease systems that create sequence-specific DNA breaks, such as CRISPR–Cas9, have improved targeted integration^1^. Prime editing techniques in plants enable the insertion of small sequences up to 34 base pairs (bp) at a targeted site^21^, but larger insertions are required to encode new extrinsic traits^22^. Homology-directed repair (HDR) can integrate new DNA through the resolution of induced double-stranded DNA breaks by recombination with a supplied DNA sequence that matches both flanks of the cleaved DNA^23^. HDR occurs at a low frequency in plants as the repair of the DNA breaks occurs primarily by non-homologous end joining (NHEJ), which can include the integration of random fragments of DNA^24^. The preference for NHEJ repair in plants has been taken advantage of to knock-in supplied extrachromosomal DNA during the repair of a CRISPR-induced double-stranded break^25,26^. HDR and NHEJ knock-ins are frequently subject to deletions of the flanking target-site DNA and/or the sequence that was delivered (the cargo)^17,27^. Owing to the low integration frequency and high deletion rate, these approaches involve the expensive production of many transgenic plants followed by laborious screening for a rare intact targeted integration event.

TEs, and more specifically class II DNA transposons, can ‘cut and paste’ their DNA into new genomic locations. TE-encoded transposase proteins excise their corresponding TE DNA from a donor position, protect this extrachromosomal DNA from nucleases^3,4^ and accurately insert the TE DNA into the genome at a new integration site^3–5^ (Extended Data Fig. 1). The selection of the integration site is highly variable among different TE types, and can target accessible chromatin^6^, a favoured chromatin state^7^, sites of double-stranded breaks^8^ or a short sequence such as TAA^9^. Bacterial genomes contain natural CRISPR-associated transposases that have been engineered using different CRISPR guide RNAs (gRNAs) to transpose the TE to specific sites in bacterial genomes^10–12^. These systems lack Cas cleavage activity and are dependent on the transposase to perform integration. Moreover, other DNA transposons have been synthetically combined with either an active^28^ or catalytically inactive^29,30^ programmable nuclease to target TE transposition in animal cell and tissue cultures. Here we generated a transposase-assisted target-site integration (TATSI) system by co-expressing catalytically active programmable nucleases with the rice *Pong* DNA transposon system^31^. We accomplished transposase-mediated targeted insertion in a model plant (*Arabidopsis*) and translated this technology into a crop plant (soybean). We demonstrate a higher frequency and accuracy of targeted integration compared with currently used methodologies, as well as the delivery of enhancers and gene cargos, in individual plants rather than cultured cells.

## Combining a transposase and Cas protein

We aimed to combine the function of CRISPR–Cas targeting and TE transposition into a single system by fusing the rice *Pong* transposase proteins with programmable nucleases such as Cas9. We began with a previously established *Arabidopsis* vector system in which hyperactive versions of the rice *Pong* proteins (named ORF1 and ORF2) have been removed from the TE and are ubiquitously expressed by genic promoters. Both *Pong* ORF1 and ORF2 are necessary for the excision and insertion of the non-autonomous rice TE *mPing*^9^ (Extended Data Fig. 1). The Pong ORF1 protein binds to 15 bp terminal inverted repeats on the ends of the 430 bp *mPing* element, which itself is flanked by TTA or TAA repeats that are necessary for excision^32^ (Extended Data Fig. 1). We synthetically fused Cas9, the Cas9(D10A) nickase (cleaves only one strand of DNA) or dCas9 (catalytically dead version) to the N- and C-terminal ends of *Pong* ORF1 and ORF2, resulting in 12 fusion protein transgene configurations (Extended Data Fig. 2a). We used a two-step transformation strategy, in which *mPing* is located within a GFP expression cassette that was previously integrated into the *Arabidopsis* genome (donor element)^9^. This line was then germinally transformed with our *Pong-Cas9* fusion proteins and tested for the excision of *mPing*. This includes a transgene version in which ORF1, ORF2 and Cas9 are all present but unfused. *mPing* excision, demonstrated by GFP fluorescence and verified by PCR, was detected for all 12 fusion proteins and controls in which ORF1 and ORF2 are present with or without Cas9 (Fig. 1a,b and Extended Data Fig. 2b–d), demonstrating that ORF1 and ORF2 are capable of transposase function with fusions on either end.

**Fig. 1:**
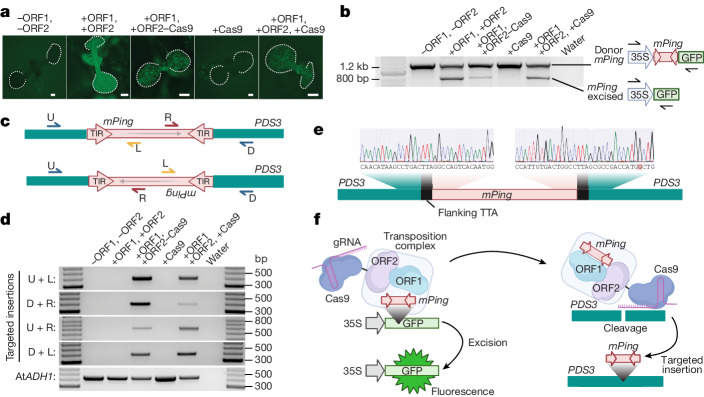
The combined activities of a transposase and programmable nuclease result in targeted insertion. **a**, Excision of the *mPing* TE from a GFP reporter restores fluorescence. *Arabidopsis* seedlings were imaged; the cotyledons are outlined with a white dashed line. ‘ORF2–Cas9’ represents a translational fusion of these proteins. Scale bars, 500 μm. **b**, Excision of *mPing* assayed by PCR in pooled seedlings. The top band represents *mPing* within GFP (donor position), and the smaller band is generated after *mPing* excision. **c**, PCR primer design for detecting targeted insertions of *mPing* at the *PDS3* locus. U and D are *PDS3* primers that surround the CRISPR target site. R and L are *mPing* primers. TIR, terminal inverted repeat. **d**, PCR amplification analysis of targeted insertions of *mPing* at the *PDS3* locus in pooled seedlings. At*ADH1* was the PCR control. **e**, Sanger sequencing of the insertion junctions generated after *mPing* insertion into *PDS3*. The light grey bars behind the DNA-sequencing peaks represent quality scores for each base call. Bases highlighted in red are mismatches compared with the reference sequence. The flanking TTA sequence that comes with *mPing* from the donor site is annotated. **f**, Model of targeted insertion of *mPing* at the *PDS3* locus. A functional ORF2–Cas9 fusion protein excises *mPing* out of the 35S–GFP donor site, cuts the *PDS3* gene guided by the gRNA and *mPing* is inserted into the *PDS3* target site. The diagram in **f** was created using BioRender.

Each transgene used a CRISPR gRNA that targets the *Arabidopsis PHYTOENE DESATURASE3 (PDS3)* gene. 

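In the TAIR10.1 assembly, *PDS3* (AT4G14210) lies on the minus strand of chromosome 4 from 8190190 to 8195320. The gRNA sequence GCCAGCCATGGTCGGCGGTC matched positions 8192707 to 8192726 on the minus strand. The PAM beside it, at 8192704 to 8192706, reads CCT on the plus strand. Cas9 cleavage 3 bp from the PAM falls between 8192709 and 8192710, inside a coding exon that runs from 8192651 to 8192799. The annotation numbers this exon 7 in a pair of transcripts and 6 in another. On the plus strand, the 20 nt before the cleavage site are GGCCTCAACATAAGCCTGAC and the 20 nt after it are CGCCGACCATGGCTGGCAAA. Primer U matched 8192332 to 8192356 on the plus strand and primer D matched 8192872 to 8192893 on the minus strand. The amplified *PDS3* sequence was therefore 378 bp on the side of primer U and 184 bp on the side of primer D. Because *PDS3* is transcribed from the minus strand, the side of primer U, with the lower coordinates, is downstream of the cleavage site in the direction of transcription. The paper names the TAIR10 release, so each position was found by matching the sequence itself to the assembly.

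**Figure D1:**
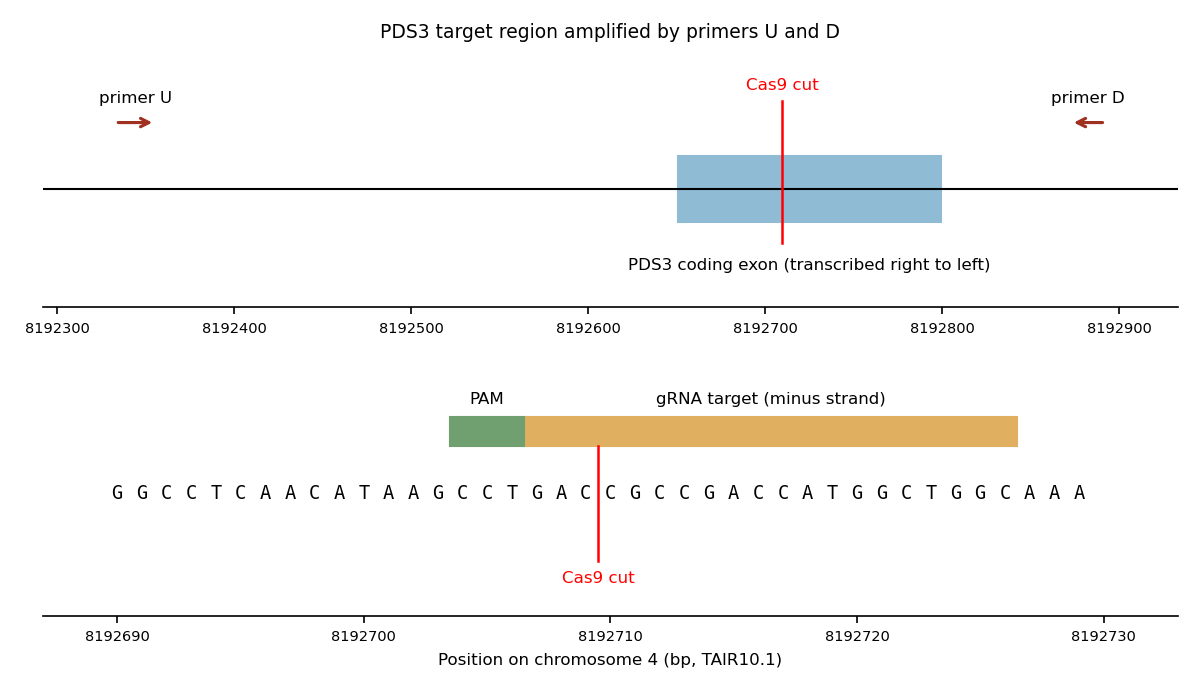
Map of the *PDS3* target region on chromosome 4, with positions in bp along the x axis. The upper panel shows the coding exon, the primers U and D and the cleavage site, and the lower panel shows the plus-strand sequence from 8192690 to 8192729 with the gRNA target, the PAM and the cleavage between 8192709 and 8192710.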

We verified that that our CRISPR–Cas9 system was functional through a mutation-detection assay at *PDS3* (Extended Data Fig. 3a) and the observation of *pds3*-mutant white seedlings and plant sectors with the catalytically active Cas9 protein (Extended Data Fig. 3b,c). We observed a decrease in the rate of mutations induced by Cas9 when fused to ORF1 or ORF2, and determined that the N-terminal fusions to Cas9 have higher activity than C-terminal fusions (Extended Data Fig. 3c).

We used a combination of four PCR reactions to assay for targeted insertion of *mPing* at the *PDS3* gRNA target site (Fig. 1c). Of the 12 tested protein fusions and 4 controls, 2 provided reproducible and high-rate targeted insertion of *mPing* (Fig. 1d and Extended Data Fig. 4a). These two are the fusion of Cas9 to the C terminus of ORF2, and unfused Cas9 (Fig. 1d). Targeted insertion occurred only in plants that possessed both a fully catalytically active Cas9 and the ORF1 + ORF2 proteins. We verified that the ORF2–Cas9 fusion protein was intact and not generating separate versions of the two proteins (Extended Data Fig. 4b). Targeted insertions were verified by Sanger sequencing of the insertion junctions (Fig. 1e and Extended Data Fig. 4c).

To determine whether *mPing* targeted insertion occurs specifically with the Cas9 nuclease, or whether other programmable nucleases could be used, we combined *Pong* ORF1 and ORF2 with *Lachnospiraceae bacterium* Lb*Cas12a*, a distinct CRISPR-guided nuclease^33^. Three configurations of Cas12a were tested for *mPing* targeted insertion: Cas12a–ORF2, ORF2–Cas12a and unfused Cas12a. As with Cas9, the ORF2–Cas12a fusion protein and unfused Cas12a resulted in *mPing* excision and targeted insertion (Extended Data Fig. 5), demonstrating that a range of nucleases can be used in combination with *Pong* transposase proteins to perform targeted integration. These findings demonstrate that, after excision from the donor site, the *mPing* TE inserts into double-stranded breaks generated by a programmable nuclease system (Fig. 1f).

## Precision at targeted insertion sites

To determine the precision of junction sequences between *mPing* and the *PDS3* target site, we performed amplicon deep sequencing of pooled *PDS3* insertion events. 

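The amplicons came from pools of 10-day-old seedlings of the fused configuration (+ORF1, +ORF2–Cas9) and the unfused configuration (+ORF1, +ORF2, +Cas9). Each configuration was amplified with 4 primer pairs that join a primer in *PDS3* (U or D) to a primer in *mPing* (L or R). The U libraries cover the 5′ junction and the D libraries the 3′ junction. These names follow the paper and run opposite to the transcription of *PDS3*, which places the U side downstream. In the paper's naming, U+L and D+R detect *mPing* in the forward orientation and U+R and D+L in the reverse orientation. The authors deposited, for each of the 8 libraries, the number of reads with each distinct sequence, as counts without normalization. These sequences still contained the Tn5 adapter, which was removed here with the adapter sequence of the paper's methods, and between 77.8% and 85.5% of the reads of a library held it. The libraries contained between 104350 and 141906 reads, with a median of 133998. Between 35800 and 65459 reads per library, with a median of 54649, spanned a junction with at least 20 nt of *PDS3* and 20 nt of *mPing*. Each read was divided into *PDS3* sequence read towards the cleavage site, flanking TTA/TAA bases, extra bases and *mPing* sequence. Shares were calculated from numbers of reads, pooled over libraries as in Fig. 2. There was 1 library for each configuration and primer pair, so no replicates exist and no spread between replicates can be given. PCR duplicates could not be told apart, and the 95% Wilson confidence intervals and the limits for a share of 0 (3 reads of the total) cover counting error only. Tests on reads compare these libraries and not the configurations in general.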

We analysed more than 1,703 distinct targeted insertion junctions at the *PDS3* locus and found that the majority of the insertions occur at the CRISPR cleavage site or within 4 bp (Fig. 2a). 

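At the 5′ junction, 126108 of 179419 reads (70.3%, 95% confidence interval 70.1–70.5) placed the insertion at the exact Cas9-cleavage site. A further 15.6% of these reads placed it 2 bp away, 6.66% placed it 4 bp away and 6.87% placed it 38 bp away. Each of these sites rested mostly on 1 library. Fused U+L held 27301 of the 27912 reads at 2 bp, and unfused U+L held 10547 of the 11950 at 4 bp. Unfused U+R held all 12328 reads at 38 bp. The placement starts from a complete *mPing* end, so missing *mPing* nucleotides add to the distance from the site. At the 3′ junction, 61403 of 232096 reads (26.5%, 26.3–26.6) were at the cleavage site. The most frequent 3′ site was 1 bp away, with 44.5% of reads, and 21.0% lay at 3 bp and 5.86% at 4 bp. Unfused D+R held 48423 of the 48643 reads at 3 bp, and fused D+R held 12582 of the 13612 at 4 bp. Insertions at the cleavage site or within 4 bp made up 92.7% (92.6–92.8) of reads at the 5′ junction and 98.1% (98.1–98.2) at the 3′ junction. This share was between 99.4% and 99.8% in every library except unfused U+R (64.8%, 64.3–65.3) and fused D+L (94.4%, 94.2–94.6). Without unfused U+R, the 5′ share was 99.7%. The share at the exact cleavage site varied more, from 42.1% (41.7–42.5) in fused U+L to 98.7% (98.6–98.8) in fused U+R, and from 4 of 48707 reads (0.008%, 0.003–0.021) in unfused D+R to 45.0% (44.6–45.4) in unfused D+L. In unfused D+R, 99.42% of reads were placed at 3 bp, because nearly all of them lacked 3 nt of *mPing* while *PDS3* reached the cleavage site. Bases that matched both *PDS3* and the inserted sequence were assigned to *mPing* first. With these bases assigned to *PDS3* first and the distance taken from lost *PDS3* bases alone, the 3′ share at the cleavage site was 62.0%, which includes the unfused D+R reads placed at 3 bp. The 5′ share at the cleavage site fell to 47.1% when *PDS3* was allowed to continue past the site, an alternative added after the data had been seen.
Counted over a window of 20 nt on each side, the junctions had 7570 distinct sequences, counted in each library and summed, with 1616 at the 5′ junction and 1866 at the 3′ junction for the fused configuration, and 2338 and 1750 for the unfused configuration. Sequences found in several libraries counted once left 7140. A window of 43 nt inside *mPing*, where no junction lies, gave 0.814 times as many distinct sequences in the same reads. Few sequences held most of the reads. Between 1 and 9 junction sequences per library reached 1% of its junction reads, and together they held between 94.9% and 98.1% of them. The most common sequence alone held between 33.9% (unfused U+R) and 97.6% (unfused D+R).

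**Figure D2:**
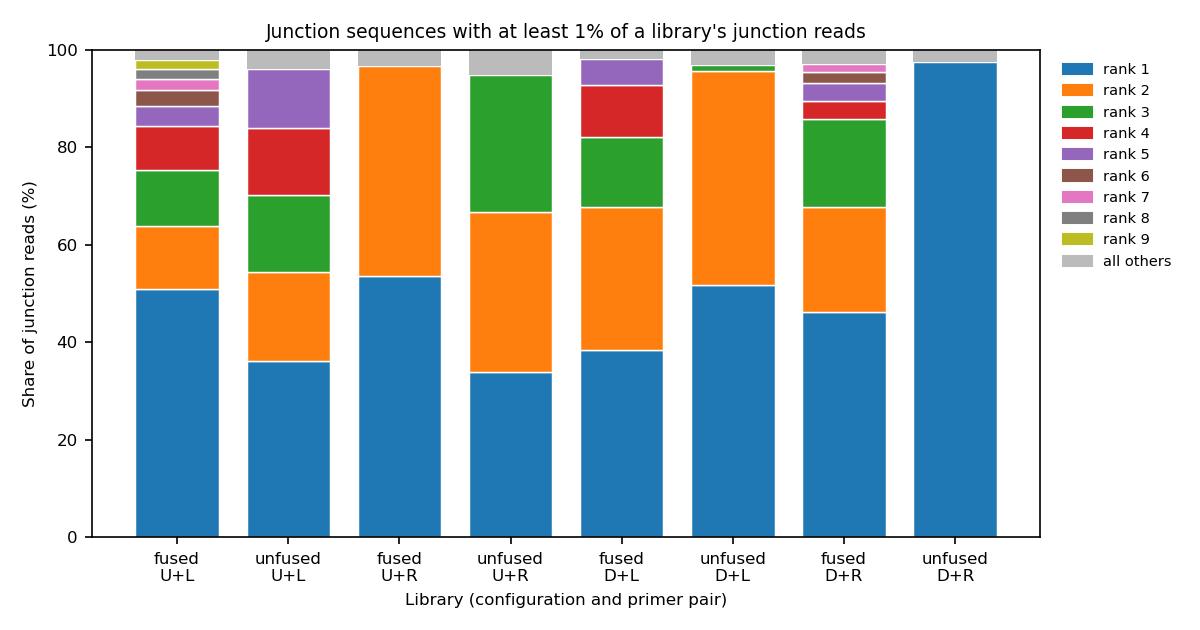
Share of junction reads (%, y axis) held by each junction sequence with at least 1% of a library's junction reads, for the 8 libraries (x axis). Colours give the rank of the sequence within its library, and grey stands for all other sequences, which held the smallest share in fused D+L and the largest in unfused U+R.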

Second, the majority (66.8%) of *mPing* inserted elements have intact ends and are full length (over the region assayed) (Fig. 2b), demonstrating that, when *mPing* inserts, the complete or near-complete element is delivered. This full or near-full insertion of the cargo TE is probably due to the binding of the TE by the transposase proteins while extrachromosomal^5^, protecting the DNA ends from nucleases and deletions (Fig. 2c). 

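An end was called intact when the *mPing* part of the read began with its terminal nucleotide and at most 2 of the 20 nt on either side of the junction were mismatched. The left end, whose first 15 nt are GGCCAGTCACAATGG, was intact in 217375 of 234819 reads (92.6%, 95% confidence interval 92.5–92.7). The right end, which finishes with CCATTGTGACTGGCC, was intact in 127703 of 181179 reads (70.5%, 70.3–70.7). Over both ends, 345078 of 415998 reads (83.0%, 82.8–83.1) had an intact end. Reads that lacked exactly 3 nt of *mPing* made up 6.27% at the left end and 28.4% at the right end. Unfused U+L held 11081 of the 14715 such reads at the left end, and unfused D+R held 50994 of the 51444 at the right end. In every library except unfused D+R, the share with an intact end was between 79.6% (unfused U+L, 79.2–79.9) and 99.1% (fused D+R, 99.0–99.1). In unfused D+R it was 9 of 51735 reads (0.017%, 0.009–0.033), because the sequence ATGGTCGGCGCAGTCACAAT, in which *mPing* starts after 3 missing nucleotides, made up nearly all of its reads. This library decided the value for the right end, which was 98.6% without it, and the value for both ends was then 94.7%. Assigning shared bases to *PDS3* first lowered the left end to 78.15%.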

Third, a three-nucleotide target-site duplication with the sequence TTA/TAA is a feature produced after *mPing* free transposition^31^ (Extended Data Fig. 1). 

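All 3 flanking bases (TTA beside the left end, TAA beside the right end) were present between *PDS3* and *mPing* in 37745 of 180509 reads at the 5′ junction (20.9%, 95% confidence interval 20.7–21.1) and in 50420 of 235489 reads at the 3′ junction (21.4%, 21.3–21.6). A single flanking base remained in 55.0% of 5′ reads and 35.2% of 3′ reads. No flanking base remained in 24.0% and 42.3%. Of the reads without a flanking base, unfused U+L held 33923 of 43296 at the 5′ junction. At the 3′ junction, unfused D+R held 51726 and unfused D+L 35424 of 99506. By configuration, complete flanking bases were found in 9.17% (8.98–9.37) of fused and 31.4% (31.1–31.7) of unfused reads at the 5′ junction. The 5′ order did not hold in the forward orientation, with 15.8% (15.5–16.1) in fused U+L and 12.2% (12.0–12.5) in unfused U+L. At the 3′ junction the order was the opposite, with 42.5% (42.3–42.8) of fused reads and 7 of 116996 unfused reads (0.006%, 0.003–0.012). These shares rested on few libraries. Without fused D+R, where 72.2% (71.8–72.5) of reads were complete, the share for the 3′ junction was 5.02%. Without unfused U+R, where 62.7% (62.2–63.2) were complete, the share for the 5′ junction was 10.4%. In fused U+R, 0 of 35766 reads held all 3 bases, which allows a share of up to 0.008%, and 98.1% (97.9–98.2) held a single base.

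**Figure D3:**
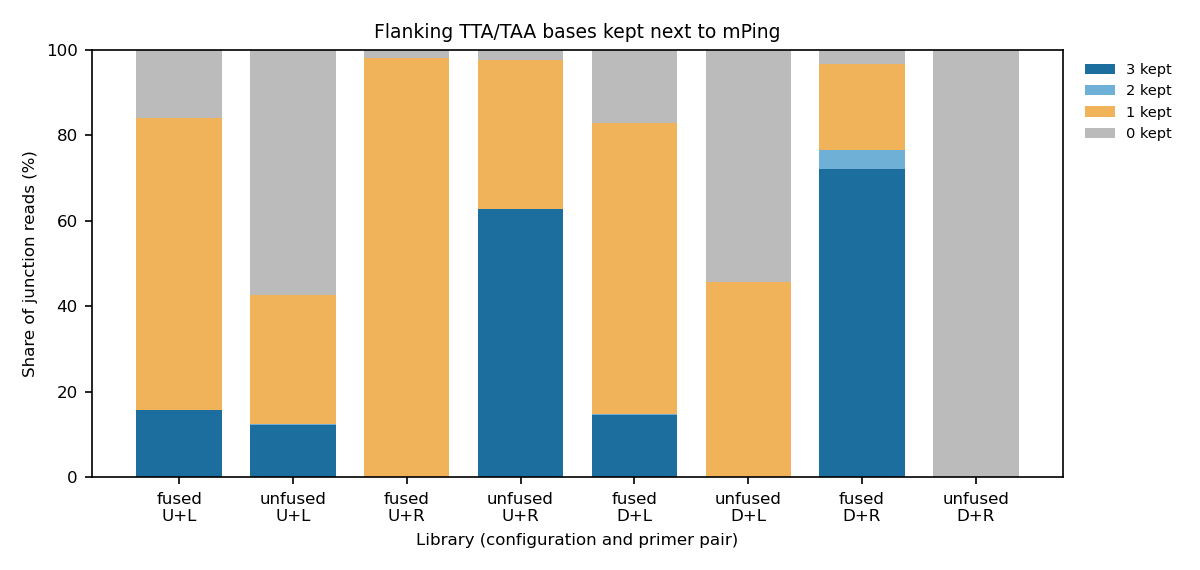
Share of junction reads (%, y axis) with 3, 2, 1 or 0 flanking TTA/TAA bases kept beside *mPing*, for the 8 libraries (x axis). All 3 bases were kept most often in fused D+R and unfused U+R, and 0 bases were kept in nearly all reads of unfused D+R (99.98%).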

The TTA/TAA sequence does not need to be present at the target site for TATSI targeted integration, but a new flanking TTA/TAA sequence is often observed after TE integration at the TATSI target site (Extended Data Fig. 4c). This new TTA/TAA flanking sequence is generated from the donor site after a staggered cut by the *Pong* transposase. The presence of the flanking TTA/TAA bases demonstrates that the targeted insertion event only occurs after (1) ORF1 and ORF2 excise *mPing* out of the donor site, and (2) cleavage of the target site by the programmable nuclease (Fig. 2c).

**Fig. 2:**
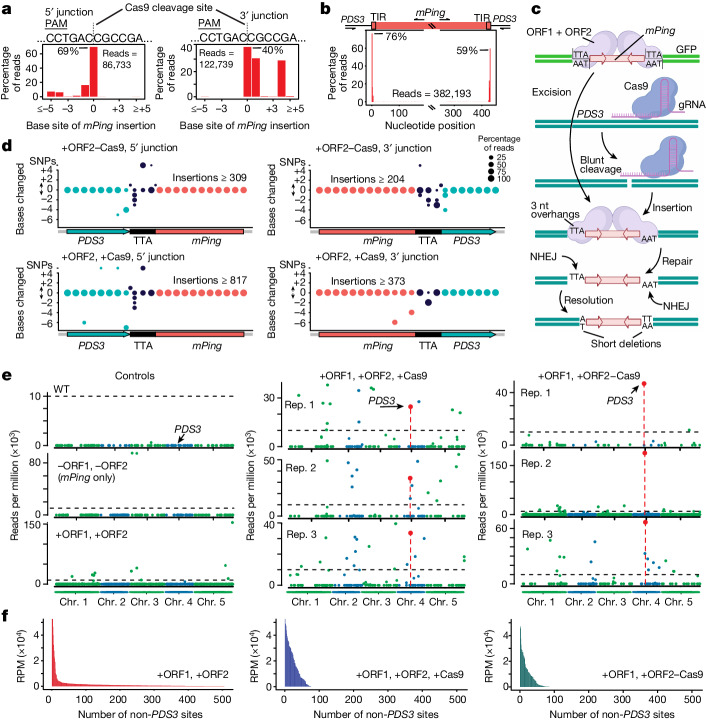
Precision of targeted insertion events. **a**, The dashed line marks the Cas9 cleavage site on the *PDS3* target sequence before TE integration. Insertion sites are assayed at the 5′ (relative to *PDS3*) (left) or 3′ junction (right) of *mPing* insertions. The ‘0’ site marks insertion at the exact Cas9-cleavage site. PAM, protospacer adjacent motif. **b**, Sequencing analysis of targeted insertion junction points mapped to *mPing* indicates how much of the *mPing* element was delivered to the targeted insertion site. The *x* axis shows the nucleotide position along the *mPing* element. The break in the *x* axis represents the interior of *mPing* that was not assayed. **c**, Model *mPing* excision by an ORF2 transposase-generated staggered break, blunt cleavage of the target site by Cas9, then integration, repair and resolution of *mPing* at the target site by NHEJ. The diagram was created using BioRender. **d**, Nucleotide (nt) variation at the junction of *mPing* insertions into *PDS3*. The precision of each nucleotide at the insertion site was determined on the 5′ junction (left) or 3′ junction (right). The size of the circle represents the percentage of reads in which that nucleotide is as expected (*y* = 0), has an insertion (*y* ≥ 1) or deletion (*y* ≤ −1). The number of SNPs at the insertion site is shown at the top of the *y* axis. Pearson’s *χ*^2^ tests were used to test the statistical significance of the difference in polymorphism between the two protein configurations. **e**, *mPing* insertion sites in pooled seedlings. The *Arabidopsis* nuclear genome is displayed on the *x* axis. The *PDS3* target site is shown with an arrow and red datapoint. The scale of each *y* axis was determined by the maximum datapoint. A dashed line at 10,000 reads per million (RPM) is shown for each sample. Chr., chromosome; Rep., distinct biological replicates; WT, wild type. **f**, Quantitative analysis of the number and read support of free-transposition sites in pooled replicates for each genotype.

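A junction was counted as perfect when the read matched the expected sequence base for base over 10 nt of *PDS3*, the 3 flanking bases and 10 nt of *mPing*. At the 5′ junction the expected sequences are TAAGCCTGACTTAGGCCAGTCAC in the forward orientation and TAAGCCTGACTAAGGCCAGTCAC in the reverse orientation. Perfect junctions made up 5587 of 49473 reads (11.3%, 95% confidence interval 11.0–11.6) in fused U+L and 9904 of 36201 reads (27.4%, 26.9–27.8) in unfused U+R. They were 10 of 59069 reads (0.017%, 0.009–0.031) in unfused U+L and 0 of 35766 reads in fused U+R. At the 3′ junction, the expected sequences ATGGTCGGCGTAAGGCCAGTCAC (forward) and ATGGTCGGCGTTAGGCCAGTCAC (reverse) were found in 0 of 235489 reads, which allows a share of up to 0.001%. Polymorphic junctions were more frequent. The most common junction sequence in fused U+L was CATAAGCCTGAGGCCAGTCAC (51.0%, 50.5–51.4). It was found in 0 of 59069 reads of unfused U+L, for a share of at most 0.005%. With shared bases assigned to *mPing* and its flanking bases first, it had lost 2 bp of *PDS3* and kept 1 flanking base. That base, an A, also matches *PDS3*, and assigned there it leaves 1 bp of *PDS3* lost. In unfused U+L, the most common was TAAGCCTGACGGCCAGTCAC (36.2%, 35.8–36.6), in which *PDS3* up to the cleavage site was joined to *mPing* without a flanking base, and the same sequence made up 9.08% (8.83–9.34) of fused U+L. In D+R, CATGGTCGGCTAAGGCCAGTCAC, with 1 bp of *PDS3* lost and all 3 flanking bases kept, made up 46.2% (45.8–46.6) of the fused library and 3 of 51735 reads of the unfused library.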

We observed examples of both perfectly accurate insertions of *mPing* at the target site as well as sequence polymorphism generated upon insertion. 

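Polymorphic reads were those with at least 1 difference from the expected sequence within 10 nt on either side of the flanking bases. The junction nucleotides were taken as the 3 flanking bases and the *PDS3* base beside them. All changes lay within the junction nucleotides in 265087 of 400497 polymorphic reads (66.2%, 95% confidence interval 66.0–66.3). This share was 64.1% (63.9–64.4) at the 5′ junction and 67.6% (67.4–67.8) at the 3′ junction. It was 74.2% (74.0–74.4) for the fused and 58.3% (58.1–58.5) for the unfused configuration. This order rested on unfused D+R, without which the unfused share was 78.3% (78.1–78.5). Among single libraries it was highest in fused U+R (94.8%, 94.6–95.0) and lowest in unfused D+R (6 of 51735 reads, 0.012%, 0.005–0.025), and without the latter library the pooled share was 76.01%.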

The majority of these polymorphisms were located at the junction nucleotides between the flanking TTA/TAA bases and target-site DNA (Fig. 2d). A 1 bp single-nucleotide polymorphism (SNP) or insertion was frequently observed on either the 5′ or 3′ end of the insertions (relative to the *PDS3* gene direction), while deletions up to 7 bp can occur in the flanking TTA/TAA bases or into the *PDS3* gene (Fig. 2d). 

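Reads whose only change was a 1 bp insertion made up 8005 of 165008 polymorphic reads at the 5′ junction (4.85%, 95% confidence interval 4.75–4.96) and 2141 of 235489 at the 3′ junction (0.909%, 0.872–0.948). They came from unfused U+L (6932 reads, 11.7%), fused U+L (1073 reads, 2.44%) and fused D+R (2141 reads, 3.72%), and the other libraries had 0 such reads. Reads with as many bases gained as lost, which include SNPs without any other change, were 1029 of the 5′ reads (0.624%, 0.587–0.663) and 8 of the 3′ reads (0.003%, 0.002–0.007). Of these, 816 were from unfused U+R. SNPs in reads that also lost bases, such as flanking bases, were mostly counted with the combined changes. These shares are therefore no count of all SNPs. A larger share of reads combined lost bases with gained or substituted bases. The most common of these was TAAGCCTGACCAGGCCAGTCAC, with an extra C and 1 flanking base kept, in 53.6% (53.1–54.1) of fused U+R, 33.9% (33.4–34.4) of unfused U+R and 15.9% (15.6–16.2) of unfused U+L reads. The extra C also matches the first *PDS3* base after the cleavage site, at 8192710. It counts as gained because *PDS3* was made to end at that site. Assigned to *PDS3*, it leaves only lost flanking bases as the change. Among the junction sequences with at least 1% of a library (35 when counted in each library), the longest loss of *PDS3* was 38 bp (chromosome 4, 8192672 to 8192709) and the next longest was 4 bp. The 38 bp loss, with the extra bases ACAG and all 3 flanking bases kept, was present in 11901 of 36201 reads (32.9%, 32.4–33.4) of unfused U+R and in 0 of 35766 reads of fused U+R.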

The most common variation is a short 1–3 bp deletion at the junction between the flanking TTA/TAA bases and *PDS3* (Fig. 2d and Extended Data Fig. 4c). 

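Each polymorphic read was assigned to a class by the bases it had lost, gained or substituted relative to the expected junction. Deletions of 1 to 3 bp without gained bases were the most common class, with 172434 of 400497 reads (43.1%, 95% confidence interval 42.9–43.2). Longer deletions followed with 135681 reads (33.9%, 33.7–34.0), and reads that combined lost bases with gained or substituted bases with 81197 reads (20.3%, 20.1–20.4). At the 3′ junction, 50.1% of polymorphic reads were deletions of 1 to 3 bp and 41.5% were longer deletions. At the 5′ junction, deletions of 1 to 3 bp were 33.1%, behind the 38.4% in this combined class. That class holds the reads whose extra C also matches *PDS3*, so the 5′ order may depend on ending *PDS3* at the cleavage site. The classes were not recalculated without this ending. In the fused configuration, deletions of 1 to 3 bp made up 58.5% (58.2–58.7) and longer deletions 21.7% (21.5–21.9). Without fused U+L these shares were 68.15% and 10.0%, and without fused D+L they were 48.4% and 29.0%. In the unfused configuration these shares were 28.0% (27.8–28.2) and 45.8% (45.6–46.0), but 37.6% and 28.7% without unfused D+R. At the 5′ junction, leaving out unfused U+R gave 39.3% for deletions of 1 to 3 bp and 27.4% for the combined class. Over all libraries the order of the classes depended on fused D+L, where 81.0% (80.7–81.4) of polymorphic reads were deletions of 1 to 3 bp. Without this library, longer deletions were the most common class (39.0%) and deletions of 1 to 3 bp made up 36.2%. At the 3′ junction these shares were then 54.2% and 39.2%. The 3′ order also turned without fused D+R, with 48.0% longer deletions and 43.4% deletions of 1 to 3 bp. It held without unfused D+L (38.1% and 52.9%) and without unfused D+R (26.2% and 64.15%). The values within a configuration or junction were recalculated without a library after the data had been seen.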

We compared the level of polymorphism generated at the target site between the fused and unfused configurations and found that the difference was statistically significant (*P* < 0.01), with the unfused configuration generating marginally more ‘base for base’ perfect insertions compared with the fused configuration (Fig. 2d). Together, these data demonstrate that the *mPing* cargo is intact after targeted insertion, with small deletions occurring at the bases at the junction of *mPing* and the target-site DNA. These small deletions are probably caused by NHEJ during the repair of the integration junction that is necessary to resolve the *mPing* extrachromosomal DNA that has three-nucleotide overhangs with the blunt ends of the Cas9 nuclease-cleaved insertion site (Fig. 2c).

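With both orientations summed as in the paper, perfect junctions at the 5′ junction made up 5587 of 85239 fused reads (6.55%, 95% confidence interval 6.39–6.72) and 9914 of 95270 unfused reads (10.4%, 10.2–10.6). The difference of 3.85 percentage points was tested with Pearson's χ2 test on the numbers of reads (χ2 = 850.2, p = 6.49e-187). With the reads stratified by orientation, the Cochran-Mantel-Haenszel test gave a difference of 4.199 points (χ2 = 1031, p = 4.00e-226). The direction was not the same in both orientations. In the forward orientation the unfused share was lower than the fused share by Pearson's test (χ2 = 7000), and in the reverse orientation it was higher (χ2 = 11346). Each of these comparisons rests on a single pair of libraries. At the 3′ junction no test was possible, because neither 118493 fused reads nor 116996 unfused reads contained a perfect junction, which allows a share of up to 0.003% in each.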

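Summed over both junctions, the end of *mPing* was intact in 198339 of 203732 fused reads (97.4%, 95% confidence interval 97.3–97.4) and in 146739 of 212266 unfused reads (69.1%, 68.9–69.3). Without unfused D+R the unfused share was 91.4% (91.3–91.5). Perfect junctions were 3.73% (3.67–3.78) of all junction reads. Of these 15501 reads, 9904 came from unfused U+R and 5587 from fused U+L. From the insertions at or near the cleavage site, the intact ends and the short deletions, the paper concludes that the *mPing* cargo arrives intact and that the small deletions occur where it meets the target-site DNA.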

## Off-target rate

To investigate whether *mPing* insertions occur at other regions of the genome besides the CRISPR–Cas on-target site, we performed insertion-seq to identify all of the rice *mPing* insertion sites in the *Arabidopsis* genome. We captured the sequences flanking the *mPing* terminal inverted repeats by generating a genomic library in a plasmid vector, then performing PCR between a vector primer and an *mPing* internal primer, followed by deep sequencing (Methods). This technology is more sensitive for the detection of insertions that may occur in only one or few cells compared to commonly used whole-genome sequencing. We used three control lines, including wild-type (no ORF1, ORF2 or CRISPR–Cas system), a line with only *mPing* (without ORF1/ORF2 and Cas9) and two biological replicates of pooled seedlings that have an active *mPing* transposition system (+ORF1, +ORF2) but lack the CRISPR–Cas system. The +ORF1, +ORF2 samples represent unfettered free transposition of *mPing* into the *Arabidopsis* genome (a qualitative analysis is shown in Fig. 2e (left)), and have hundreds of *mPing* insertion sites throughout the genome (a quantitative analysis is shown in Fig. 2f (left) and Extended Data Fig. 6a). When the CRISPR–Cas system is added in +ORF1, +ORF2, +Cas9 (unfused) plants, the number of *mPing* insertion sites is reduced in this pool of seedlings (Fig. 2f (middle) and Extended Data Fig. 6a), and the targeted site of *PDS3* represents one of the sites of *mPing* insertion (Fig. 2e (middle)). In fused +ORF1, +ORF2–Cas9 pooled seedlings, the primary location of *mPing* insertion is the targeted *PDS3* site (Fig. 2e (right)), although other sites of insertion can also be detected (Fig. 2f (right) and Extended Data Fig. 6a). The non-*PDS3 mPing* insertion sites are not directed by CRISPR–Cas9 cleavage, as none of the off-target sites are in common between replicates with Cas9 (Extended Data Fig. 6a), and *mPing* does not insert at predicted gRNA off-target sites (Extended Data Fig. 6b). If we use the approach of recent publications^22^ that interrogate only off-target insertions at sites that partially match the gRNA sequence, we find that TATSI has an off-target rate as low as other state-of-the-art target-site integration technologies in plants (Extended Data Fig. 6b). These data demonstrate that the *mPing* insertions that are at other locations besides *PDS3* represent free-transposition sites generated by the active *mPing* transposition system and not off-target sites of CRISPR–Cas9 cleavage. We observe that the number of free-transposition sites decreases in either fused or unfused lines with the CRISPR–Cas system (Fig. 2f and Extended Data Fig. 6a), suggesting that *mPing* is channelled to a targeted location by the double-stranded break generated by CRISPR–Cas.

## Programmability of targeted insertions

We demonstrated the programmability of TATSI by changing the CRISPR gRNA and targeting *mPing* insertion to either an exon of the *ALCOHOL DEHYDROGENASE1* (*ADH1*) gene or to the non-coding region upstream of *ACTIN8* (*ACT8)*. These gRNAs were verified to be functional on the basis of a Cas9 mutation-detection assay (Extended Data Fig. 3a). Targeted insertions of *mPing* at these loci were detected by PCR and verified by Sanger sequencing of the insertion junctions (Fig. 3a). We also performed multiplexed targeted insertion by generating two gRNAs (targeting *ADH1* and *ACT8*) from a single transcript (Extended Data Fig. 5a). We detected *mPing* at both the *ADH1* and *ACT8* loci (Extended Data Fig. 5c–h), demonstrating that *mPing* can be distributed to multiple targeted loci from one transgenesis event.

**Fig. 3:**
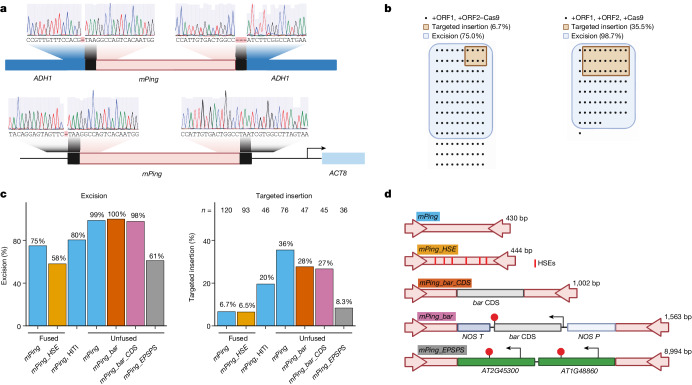
Programmability of the insertion site and cargo. **a**, Sanger sequencing analysis of the junctions of *mPing*-targeted insertion events in the *ADH1* gene and in the non-coding region upstream of *ACT8*. **b**, Visualization of the rate of targeted insertion upstream of *ACT8*. Each dot represents a distinct T1 transgenic plant, and the plants with *mPing* excision (blue) and targeted insertion (orange) are marked. **c**, Measurement of the excision frequency of *mPing* from the donor site (left) and rate of targeted insertion (right). *n* is the number of T1 transgenic *Arabidopsis* plants analysed. The colour of each data bar corresponds to the *mPing* cargo colour code in **d**. **d**, The cargo of different *mPing* versions demonstrated to excise and undergo targeted insertion in the *Arabidopsis* genome. *NOS P–bar–NOS T* is an expression cassette that expresses a herbicide-resistance gene, and *bar* CDS is the protein-coding region without the promoter and terminator. *mPing* versions are not drawn to scale, and the size of each is indicated.

As TEs are the targets of DNA methylation in plants^34^ and, through transposition, they can recruit methylation to new loci^35^, we tested whether *mPing* brings DNA methylation to an unmethylated *ADH1* exon after TATSI insertion. After targeted insertion into *ADH1*, both *mPing* and the flanking *ADH1* exon are not methylated above the background level found at this locus before *mPing* insertion (Extended Data Fig. 7a). The lack of DNA methylation attracted by *mPing* is probably due to it being an unexpressed non-autonomous TE and the fact that it is a foreign TE that is not recognized by identity-based silencing in *Arabidopsis*^36^.

## Rate of targeted insertion

The above targeted insertions were tested using a two-component transformation strategy in which the donor *mPing* was previously integrated into the genome on a separate transgene from the ORF1/ORF2/Cas9/gRNA transgene. We generated a one-component system in which the *mPing* donor site was present on the same transgene (Extended Data Fig. 7b). Similar to the two-component system, this one-component system successfully produced targeted insertions of *mPing* (Extended Data Fig. 7c,d), simplifying the transgenesis required for targeted insertion. We used this one-component system and the non-deleterious intergenic target site upstream of *ACT8* to test the rate of targeted insertion in *Arabidopsis* plants. In 120 individual first-generation (T1) transgenic plants with the ORF2–Cas9 fusion, we detected 75.0% with *mPing* excision and 6.7% with targeted insertion (Fig. 3b,c). We validated that these plants have both sides of the *mPing* element at the targeted insertion site by PCR. In comparison, the unfused +ORF2, +Cas9 configuration generated higher rates for both *mPing* excision (98.7%) and targeted insertion (35.5%) (Fig. 3b,c). Our observed rate of targeted insertion is an improvement on the reported rates of T1 site-specific integration compared with HR (0.24%)^37^, HDR (0.68–2.4%)^38,39^ or NHEJ knock-in (4.8%)^40^ in *Arabidopsis*. Only plants that displayed excision had the potential for targeted insertion (Fig. 3b) and, of the plants that have excision, 36–45% have targeted insertion, suggesting a limiting step for targeted insertion is *mPing* excision. Furthermore, we performed a knock-in strategy similar to homology-independent targeted integration (HITI) in which CRISPR–Cas9 both excises the cargo from the donor site and creates the break at the target site^41^. We found rates of targeted insertion for HITI intermediate to the fused and unfused versions of TATSI (Fig. 3c), suggesting that the higher rate of targeted insertion in the unfused configuration of TATSI may be due to transposase binding of the extrachromosomal *mPing* element.

## Insertion of enhancer and gene cargos

To test the cargo capacity that can be delivered by *mPing*, we engineered four distinct variations that add additional sequences to the rice 430 bp *mPing* element. The first adds a synthetic array of enhancers composed of six heat shock elements (HSEs) (Fig. 3d and Extended Data Fig. 8a). This synthetic 444 bp *mPing_HSE* element is capable of excision (Fig. 3c and Extended Data Fig. 8b) and targeted insertion into the region upstream of the *ACT8* gene (Fig. 3c and Extended Data Fig. 8c,d). Sanger sequencing verified that all six HSEs were delivered to the targeted insertion site (Extended Data Fig. 8e).

We next tested larger cargos by embedding the protein-coding region of the herbicide bialaphos resistance gene (*bar*) into *mPing*, generating the 1,002 bp synthetic element *mPing_bar_CDS* (Fig. 3d). We also embedded the *bar* gene including the NOS promoter and terminator into *mPing*, creating the 1,563 bp *mPing_bar* element (Fig. 3d). The agricultural use of herbicide-resistant plants has reduced cost and increased yields^42^, and targeting the insertion of these resistance genes avoids the creation of new mutations and allows for trait stacking at closely linked positions^43^. Both the *mPing_bar_CDS* and *mPing_bar* elements were capable of excision (Fig. 3c and Extended Data Fig. 9a) and targeted insertion into the non-coding region upstream of *ACT8* (Fig. 3c and Extended Data Fig. 9b,c) in 26.7% and 27.7% of T1 *Arabidopsis* plants, respectively (Fig. 3c). We confirmed using Sanger sequencing that the entire cargo (*bar* expression cassette in *mPing_bar* and CDS region in *mPing_bar_CDS*) were delivered intact and mutation-free to the targeted insertion site (Extended Data Fig. 10 and 11). We further tested the size limit of cargo delivery and found the TATSI system can deliver cargo of two *Arabidopsis* endogenous genes totalling 8.6 kb (creating the 8,994 bp *mPing_EPSPS*; Fig. 3c,d). The frequency of targeted insertion was reduced to 8.3% with this large cargo (Fig. 3c), suggesting that smaller cargos are more efficient for targeted insertion using TATSI.

## Targeted insertions in soybean

To demonstrate the commercial use of TATSI in a crop plant, a series of *mPing* vectors was transformed into soybean (*Glycine max* var. Williams 82). Soybean has the estimated fourth largest global harvest and is a critical global source of protein and oil^44^. Soybean has been a target of crop improvement, with 94% of the US soybean crop now transgenic^45^; however, considerable agricultural improvement remains possible for soybeans^46^. Target-site integration of transgenes in the soybean genome remains inefficient, with new approaches at multinational seed companies reaching rates of only 3.4% (ref. ^47^). Previous reports demonstrated the free transposition of the rice *mPing* element by ORF1 and ORF2 when transformed into soybean^48^. To determine whether *mPing* can be used for improved target-site integration in soybean, we tested seven TATSI transgene configurations (Fig. 4a), and each of these was co-expressed with a gRNA targeting the intergenic region *DD20*, a safe-harbour location to target transgene integration.

**Fig. 4:**
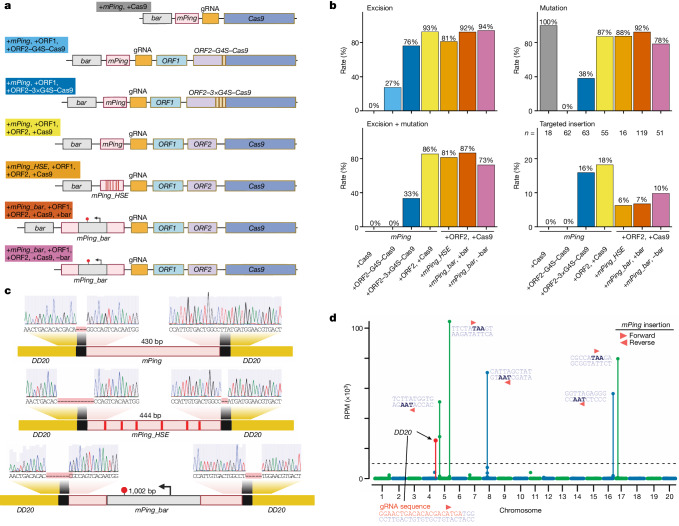
Targeted insertions in the soybean genome. **a**, The configurations of seven different transgenes that were tested for targeted insertion. The label colour corresponds to the data bars in **b**. **b**, Rates of *mPing* excision (top left), Cas9-mediated mutations (SNPs) (top right), plants with both excision and mutation (bottom left) and targeted insertions (bottom right) in transgenic regenerated (R0) soybean plants. Both junctions of *mPing* must be found at the *DD20*-targeted insertion site to be counted as a positive targeted insertion event. *n* is the number of transgenic individuals tested. **c**, Sanger sequencing of the junctions of *mPing*, *mPing_HSE* and *mPing_bar* insertions into the soybean *DD20* non-coding target site. **d**, Insertion-seq defines the locations of *mPing* in the genome of a single R0 soybean plant. The soybean nuclear genome is displayed on the *x* axis. Insertion is detected at the *DD20* targeted insertion site (red datapoint) as well as at six other sites. These other sites do not have similarity to the gRNA sequence, but are TAA/TTA sites favoured for insertion from free transposition of *mPing*. The triangles denote the orientation of *mPing* insertion. A black dashed line at 10,000 RPM is shown.

Both ORF2 + Cas9 fused and unfused configurations functioned to generate high rates of *mPing* targeted insertion in soybean plants (Fig. 4b). The same ORF2–Cas9 fusion with a 1×G4S linker that was functional in *Arabidopsis* (Fig. 1b–d) did not have Cas9 activity in soybean (Fig. 4b (light blue)), whereas a longer 3×G4S linker generated both the *mPing* excision (76.2%) and Cas9 activity (38.1%) required for TATSI targeted insertion (15.9%) (Fig. 4b (dark blue)). These data are consistent with *mPing* excision rates in yeast, in which the longer 3×G4S linker displayed higher activity than the 1×G4S linker (Extended Data Fig. 3d). Similar to *Arabidopsis*, the ORF2 + Cas9 unfused transgene configuration in soybean (1) has higher rates of *mPing* excision (92.7%) and targeted insertion (18.2%) (Fig. 4b (yellow)); and (2) the insertion junctions also have small flanking deletions. One *mPing* insertion at the *DD20* site has a fully accurate junction on the 3′ side and a three-nucleotide deletion of the flanking TTA sequence on the 5′ side (Fig. 4c). (3) Insertion sequencing (insertion-seq) of an R0 regenerated soybean plant with the ORF2 + Cas9 unfused transgene indicated seven major *mPing* insertion sites in this plant, one of which is the targeted insertion at the *DD20* location (Fig. 4d (red)). The other sites of *mPing* insertion do not have sequence similarity to the gRNA (Fig. 4d) and, rather, are at sites of the known TTA/TAA preference sequence for *mPing* insertion^9^, thus representing free *mPing* transpositions.

The delivery of enhancer elements and a gene cassette was also tested in soybean by replacing *mPing* with *mPing_HSE* or *mPing_bar* in the unfused +ORF2, +Cas9 transgene configuration (Fig. 4a (orange and red)). Targeted insertion of *mPing_HSE* occurs with similar flanking NHEJ deletions as seen in *Arabidopsis* (Fig. 4c), while the rate of targeted insertion is reduced to 6.3% (Fig. 4b). The 1.5 kb *mPing_bar* element was delivered at a rate of 6.7% (Fig. 4b). This experiment confirms the targeted delivery of custom DNA into the soybean genome using TATSI, while also suggesting that there is an efficiency penalty for altering the *mPing* sequence.

To test whether *mPing_bar* was functional in soybean, we constructed a transgene in which the only herbicide-resistance gene in the vector was present within *mPing* (Fig. 4a (purple)). In soybean plants, this *mPing_bar* element confers herbicide resistance, enabling the recovery of transgenic cells after transformation and growth on medium with herbicide. Similar to other *mPing* cargos, this *mPing_bar* element undergoes excision (94.1%) and targeted insertion (9.8%) (Fig. 4b). We also identified regenerated soybean plants with *mPing_bar* at the *DD20* insertion site but that lack the *mPing_bar* element at the parent transgene donor site (Extended Data Fig. 12a,b). One plant has a partial parent transgene integration without the donor *mPing_bar* element (Extended Data Fig. 12b (plant 2)), while a different plant has no parent transgene (Extended Data Fig. 12b (plant 3)). Both plants with targeted *mPing_bar* insertion are herbicide resistant, and therefore the *mPing_bar* element is capable of functionally driving this trait when mobilized away from the parent transgene.

## Discussion

Prokaryotic CRISPR-associated transposases and similar synthetic systems have been demonstrated in bacterial cultures, animal cell culture and tissue cultures^12,28^. Here we produced a functional TATSI system to generate targeted insertions in whole individuals of the model plant *Arabidopsis*, and translated this technology into soybean plants, which represent a critically important crop for global oil and protein production. Two configurations were successful for targeted insertion, with the ORF2 transposase protein either translationally fused or unfused to the programmable nuclease. The fusion decreases transposase activity but also increases the ratio of on-target insertions. TATSI has the potential to work in any transformable crop genome, with the exception of rice, in which it is likely to be epigenetically silenced. The rice *mPing/Pong* system avoids identity-based silencing in *Arabidopsis* and soybean because it is foreign to these genomes, and it avoids expression-based silencing because *mPing* is not expressed and ORF1/ORF2 are expressed in *trans* by genic promoters and terminators that drive TE activity^36^. For rice, a TE from a different genome could be engineered for TATSI.

The critical factor for any targeted integration tool is the frequency of on-target site insertion. TATSI represents a fold-change improvement over other methods of targeted insertion in the soybean genome. TATSI offers an improvement in *Arabidopsis* compared with HR, HDR or NHEJ knock-in. These other technologies are the product of years of refinement, and we expect that TATSI will further improve in the coming years. Data suggest that a limiting factor for targeted insertion is the rate of TE excision. Thus, the use of hyperactive versions of *mPing* such as *mmPing20*^49^ may quickly increase the rate of targeted insertion. Moreover, all of the necessary components for targeted integration can be packaged into an all-in-one transgene for one-step delivery, and we identified a case in which the targeted integration is present in a R0 regenerated soybean plant without the parent transgene (Extended Data Fig. 12), skipping the requirement to segregate away the machinery required for targeted insertion.

Transpose proteins continue to bind to TE ends after excision from the donor site, protecting the free ends of the TEs while they are extrachromosomal^3,4^. We find that, after targeted insertion, the delivered TE is most often complete and rarely mutated, probably because the transposase proteins bind to *mPing* ends and protect these regions from nucleases while the DNA is extrachromosomal. We speculate that this is why TATSI in the unfused configuration results in a higher insertion rate compared with HITI, in which the cargo is unbound and unprotected while extrachromosomal. Our results suggest that *mPing* insertion is primarily mediated by NHEJ and not by transposase proteins^41^. We found that single-nucleotide insertions and small deletions are common at both the flanking TTA/TAA bases and the flanking insertion-site DNA. These small deletions probably represent degradation of the cut site after nuclease cleavage but before *mPing* insertion and repair of the junctions. The TTA/TAA bases flanking the TE are necessary for *mPing* excision^32^ and, as one or both of these sites is often mutated after insertion mediated by TATSI, this results in targeted insertions being unable to excise out from their targeted integration sites. By contrast, insertions generated by free transposition will have an intact target-site duplication (TTA sequences at both ends) and will be capable of excision out of their insertion site.

Drawbacks to TATSI that can be improved in the future include controlling the orientation of *mPing* insertion (which is currently uncontrolled) and reducing free transpositions. Off-target insertions occur with both prokaryotic CRISPR-associated transposases and similar eukaryotic synthetic systems^12,28,29^. In TATSI, these untargeted insertions are the product of the active TE, and not off-target cleavage by the catalytically active CRISPR–Cas9. Free transposition insertions of *mPing* are reduced by the presence of Cas9, suggesting that the insertion of *mPing* is being directed to the on-target site by the presence of the Cas9-induced double-stranded DNA break. Off-target insertions during targeted integration are generally tolerated in crop production to a much higher extent compared with in medical or therapeutic applications. First, our method of detecting off-target effects is much more sensitive than other reports. Second, during transgenic crop production, the transgene is inserted into the genome of a transformation variety, and then introgressed (repeatedly back-crossed) into the ever-changing elite germplasm before deployment for agriculture^50^. This introgression process segregates away the rest of the genome and places the insertion event into a new genetic background, effectively removing any free-transposition events that are not tightly linked.

## Methods

### Transgene production

Transgenes were generated using the oligos listed in Supplementary Table 1. First, *Pong* ORF1 and ORF2, including promoters and terminators (sequence information is from pWMD_23)^51^, were synthesized by GeneArt (Thermo Fisher Scientific) and cloned into a pHEE401E vector through In-Fusion cloning (Takara). Second, the Cas9, Cas9(D10A) nickase and dCas9 derived from *S. pyogenes*^52–54^ were amplified from pHEE401E, pDe-Cas9-D10A and pDIRECT_21B, respectively. Third, a G4S flexible linker was added through PCR and each Cas9 version was fused to ORF1 or ORF2 by In-Fusion reactions. Fourth, a gRNA cassette was created and inserted through a GoldenGate reaction. Each transgene used a CRISPR gRNA that was previously demonstrated to cleave within the *Arabidopsis* *PDS3* gene^55^, *ALCOHOL DEHYDROGENASE1* (*ADH1*) or upstream of the *ACTIN8* gene (*ACT8*) (Supplementary Table 1). For the one-component system, the *mPing* donor was amplified from genomic DNA of *Arabidopsis* line with a previously integrated *mPing* element^9^, and cloned into the ORF2-Cas9 fusion vector described above. All *mPing* elements and derivatives have flanking TTA sites engineered into the donor site.

To test *Lb*Cas12a, DNA fragments containing multiplexed gRNA sequences were synthesized by Genewiz and cloned into the vector that expresses *Pong* ORF1 and ORF2 by an In-Fusion reaction. The multiplexed targeting strategy includes two gRNAs (targeting *ADH1* and *ACT8)* from a single transcript (as described previously^56^). DNA fragments of *Cas12a* were synthesized by IDT and added by In-Fusion reactions. The *Cas12a* sequence from *Lachnospiraceae* bacterium was optimized and provided by Bayer Crop Science.

To test the delivery of HSEs, *mPing*_HSE was synthesized by IDT and cloned into the base vector containing the gRNA and protein machinery required to obtain targeted insertion (+ORF1, +ORF2-Cas9) through In-Fusion reactions.

To test the delivery of the herbicide bialaphos resistance gene (*bar*)^57^, multiple inserts were amplified for In-Fusion reactions. DNA fragments of the *bar* CDS and *NOS P–bar–NOS* T were amplified from pB2GW7, embedded in *mPing* and fused into the base vector containing the gRNA and protein machinery required to obtain targeted insertion (+ORF1, +ORF2, +Cas9).

For the HITI experiment, two gRNAs (one targets *mPing* upstream of *ACT8*; the other cuts the flanking sequence on either side of *mPing*, excising the entire *mPing* element) were added into the Cas9-only vector through a GoldenGate reaction. *mPing* with flanking gRNA target sequences (targeted by the gRNA mentioned above) was amplified and added to the vector through In-Fusion reactions.

The soybean vectors are based on pTF101.2. The *mPing* donor, gRNA cassette, and ORF1 and ORF2-Cas9 were amplified from the above vectors constructed for *Arabidopsis* transformation and cloned into pTF101.2 through In-Fusion reactions. The *DD20*^58^ gRNA sequence was added on the overhangs of In-Fusion primers.

### Plant growth and transformation

Wild-type *Arabidopsis* plants (Columbia ecotype) were grown at 22 °C on Pro-Mix FPX soil in Conviron MTPS-120 growth chambers with 16 h per day of 200 µmol m^−2^ s^−1^ light. Binary vectors were introduced into *Agrobacterium tumefaciens* GV3101. All of the transgenic lines were transformed using the *Agrobacterium*-mediated floral dip method and subsequent selection for hygromycin-resistant plants.

Soybean plants were transformed by the Plant Transformation Facility at the Donald Danforth Plant Science Center. Binary vectors were introduced into *A. tumefaciens* AGL1. Mature half-seeds of Soybean (*G. ma*x var. Williams 82) were transformed using *Agrobacterium* to generate transgenic plants using methodology adapted from a previous study^59^. Transgenic plants were selected for Basta resistance and confirmed by PCR. Soybean plants were grown at 25 °C during the day and 23 °C during the night in growth chambers with 14 h per day of 200–600 µmol m^−2^ s^−1^ light, and transferred to a greenhouse at 25 °C during the day and 23 °C during the night.

### Determination of *mPing* excision

Images of *Arabidopsis* seedlings were captured using the Axio Zoom.V16 microscope (ZEISS) with a PlanNeoFluar Z ×1.0 objective. The excitation wavelength was 450–490 nm, and the emission wavelength was 500–550 nm. The *mPing* excision was also evaluated by PCR analysis (Fig. 1b), with the primers listed in Supplementary Table 1.

### Determination of Cas9 mutation rate

The T7 endonuclease I-based mutation detection assay (NEB) was used to access the Cas9 mutation rate. The targeted DNA regions were amplified using Q5 High-Fidelity DNA Polymerase (NEB). A list of the PCR primers used in these reactions is provided in Supplementary Table 1. Heteroduplex formation and T7 endonuclease I (NEB) digestion were performed on the amplified PCR products, and digested products were then visualized by agarose gel electrophoresis.

### Determination of targeted insertion

For each gRNA-targeted site, four PCR reactions were conducted as described in Fig. 1c. A list of the PCR primers used in these reactions is provided in Supplementary Table 1. The PCR products of the expected size were then Sanger sequenced to confirm the presence of the targeted insertions. In some cases the PCR products were cloned into the pCR4_TOPO TA vector (Thermo Fisher Scientific) and sequenced using purified plasmids from single colonies. All of the Sanger sequencing data were aligned and visualized using the Benchling Biology Software.

### Amplicon-seq of targeted insertion at *PDS3*

PCR amplicons were generated using the primers shown in Supplementary Table 1. For the amplicon sequencing (amplicon-seq) in Fig. 2, the placement of primers is shown in Fig. 2b. Sequencing libraries were constructed from the amplicons using the Nextera DNA Flex kit (Illumina) and Hackflex protocol^60^, as described previously^61^. After quality control, the library with pooled amplicons was sequenced with single-end 300 bp reads on the Illumina MiSeq system at the University of Delaware DNA Sequencing & Genotyping Center. 3′ adapter sequences were removed using cutadapt^62^ (parameters: -a CTGTCTCTTATACACATCT -m 10). Bioinformatic analyses are described below.

### Bioinformatic analysis of insertion-site precision

Sequencing runs were managed in and initially processed using Illumina BaseSpace software. To determine the precise site of *mPing* integration within *PDS3* from amplicon-seq data, first the *mPing* sequence was identified and removed using cutadapt^62^ (parameters: -a (or -g) “XXX….XXX;min_overlap=8” --discard-untrimmed). The 20 nucleotide *mPing* sequence used as the adapter was different if the orientation of insertion is forward or reverse and whether the left or right junction is investigated. Similarly, the *mPing* sequence was searched for on the 5′ (-g) or 3′ (-a) depending on which junction was investigated. After removing the *mPing* sequence, the rest of the sequence was mapped to the *PDS3* reference sequence with the flanking TTA at the targeted location using bwa mem^63^ (default parameters). The left-most or the right-most base pair location of the mapped read (depending on right or left junction investigation) was reported as the insertion site. The flanking TTA was included in the reference sequence to ensure that presence or absence of flanking TTA does not impact the determination of the insertion site.

### Bioinformatic analysis of *mPing* intactness

To determine whether the full-length *mPing* was delivered to the target site, we investigated the reads that contain the *mPing/PDS3* junction defined as having both the ≥20 nucleotide *PDS3* border sequence and ≥20 nucleotide *mPing* sequence that is bordering *PDS3*. Cutadapt^62^ parameters to identify these sequences were non stringent to allow for imperfect insertion sites to be included in the analyses. First, cutadapt was used to identify and remove the *PDS3* sequence (parameters: --discard-untrimmed --rc --action=trim -g (or -a) “XXX…XXX;min_overlap=8;e = 0.11”). Second, cutadapt was used to identify the 20 nucleotide *mPing* sequence and convert the full *mPing* sequence to lowercase using parameters: --discard-untrimmed –rc –action=lowercase -a (or -g) “XXX…XXX;miin_overlpa=8;e = 0.11;anywhere”). Lowercasing helped identify the *mPing* sequence away from the flanking TTA sequences that could impact the downstream mapping. The full *mPing* sequence was then extracted and mapped to the corresponding reference sequence using the default parameters of bwa mem^63^. The start (or end) positions of all mapped reads were counted and displayed in Fig. 2b. Forward and reverse insertion orientations of *mPing* were merged.

### Investigation of junction nucleotides at the site of targeted insertion

Reads were mapped to the expected targeted sequence with flanking TTA separating *PDS3* border sequence and the inserted *mPing* sequence using bwa mem^63^ with the default parameters. HaplotypeCaller from the Gatk toolkit^64^ was then used to identify all of the variants—insertions, deletions and SNPs across the target sequence (parameters: --max-reads-per-alignment-start 0 --disable-tool-default-read-filters -ERC BP_RESOLUTION). For Fig. 2d, only the variants in the junction between *mPing* and *PDS3* are shown. Data for forward and reverse orientation of *mPing* insertion were merged and R package ggplot2 was used for the data display.

To calculate the statistical difference between the level of polymorphism at the target site between the fused +ORF2-Cas9 and unfused +ORF2, +Cas9 configurations, first the percentage of reads reporting 0 polymorphisms at each position was calculated. Then, the distribution of this percentage across the junction was compared between the fused and unfused configurations and Pearson’s *χ*2 tests were used to test statistical significance. 

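The percentage of reads with no polymorphism was calculated at 10 positions of *PDS3*, the 3 flanking bases and 10 positions of *mPing*. Its distribution over these positions was compared between the fused and unfused configurations with Pearson's χ2 test on the percentages, which therefore does not depend on the number of reads. At the 5′ junction, χ2 was 38.6 with 22 degrees of freedom (p = 0.016). At the 3′ junction, χ2 was 169.2 with 22 degrees of freedom (p = 1.05e-24). The test compares the shape of the profile over the positions and not its average level. Percentages entered it as if they were counts, so its p measures no sampling error. Averaged over the positions, the unfused minus fused difference in unchanged reads was -4.52 percentage points at the 5′ junction and -8.81 points at the 3′ junction. Positions differed in direction. The *PDS3* base beside the flanking bases was unchanged in 25.3% of fused and 69.2% of unfused 3′ reads. By library, this base was unchanged in 98.9% of unfused D+R and 45.6% of unfused D+L reads. In fused D+R and fused D+L the shares were 20.6% and 29.65%. The terminal base of *mPing* at the 3′ junction was unchanged in 96.4% of fused and 54.9% of unfused reads. The unfused value came from unfused D+R, and in unfused D+L the base was unchanged in 98.4% (98.3–98.5) of reads. Without unfused D+R the 3′ difference was -3.348 points, and without unfused U+R the 5′ difference was -2.795 points. Both were calculated after the data had been seen.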

In Fig. 2d, the difference between the two configurations was found to be statistically significant for both left (*P* < 0.01) and right (*P* < 0.001) junctions.

As Tn5 was used to add the Illumina adapters after PCR amplification, it is impossible to detect PCR duplicates and the number of unique insertions therefore cannot be calculated. Thus, we determined the minimum number of insertions by counting the number of reads with unique sequences after clustering the reads, that is, reads that overlap with exact match in the overlapping region would be merged to be called as a single insertion. This method will underestimate the number of unique insertions. 

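The 1043976 reads of the 8 libraries consisted of 945268 distinct sequences. Tn5 fragments of the same amplicon can start and end at different positions, and sequencing and PCR errors can also make reads distinct. These sources were not separated. Of the distinct junction windows of 20 nt on each side, 2695 were read at least 2 times and 966 at least 10 times. Windows of 10 nt on each side gave 3751 distinct sequences, and windows that matched *PDS3* and *mPing* exactly gave 1651.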

First, all of the reads that cover the junction shown in Fig. 2d are collected. These reads are then clumped to remove exact duplicates using bbduk clumpify.sh^65^ (parameters: containment=t subs=0 addcount=t dedupe=t). Finally, clusters were called based on overlapping reads also using bbduk dedupe.sh (parameters: storename=f uniquenames=f Sort=length absorbrc=t absorbmatch=t absorbcontainment=t findoverlap=t cluster=t processclusters=t cc=t exact=t minoverlap=20 k = 20). The number of unique clusters was counted for each sample and shown in Fig. 2d.

### Determination of *mPing* free-transposition sites

Libraries for insertion-seq were constructed using an adapted HtStuf protocol^66^ with the following modifications to reduce the abundance of the *mPing* donor site in the library. High molecular mass DNA was isolated from 50 *Arabidopsis* seedlings for each line using the NucleoBond HMW DNA kit (Takara), and digested by the restriction enzymes XbaI and AluI (sites not present in *mPing*). The XbaI enzyme was selected because the donor *mPing* position has XbaI sites just outside of *mPing*, generating a fragment of 446 bp. Fragmented DNAs above 450 bp were purified from agarose gels, A-tailed by Klenow fragment (3′−5′ exo-; NEB) and ligated to the pGEM-T Easy vector (Promega). Then, 1 µl of this ligation product was used as a template for primary PCR, followed by secondary PCR using nested primers. *mPing*-specific primers were used with the pGEM-T Easy vector primers for primary and secondary PCRs. Barcoded sequencing adapters were added to the amplicons through their inclusion in the PCR primers. A list of all of the primers used is provided in Supplementary Table 1. PCR products were purified using the DNA Clean & Concentrator kit (ZYMO Research) and pooled. After passing quality controls, libraries were run on the MiSeq (Illumina) system with V2 output (single-end, 300 bp) at the University of Delaware DNA Sequencing & Genotyping Center. The sequencing library for soybean was constructed similarly, except that the genomic DNA was isolated from leaf tissues and digested by XbaI, PmlI and AluI.

### Bioinformatic analysis to determine free-transposition sites

Sequencing runs were managed in and initially processed using Illumina BaseSpace software. To identify and characterize reads that have both *mPing* and other regions of the genome, the 3′ adapter was trimmed from raw reads using cutadapt^62^ (parameters: -a “ATCACTAGTGAATTCGCGGCC;min_overlap=10;e = 0.1” -q 10). Next, only reads containing *mPing* sequence were identified and the matching *mPing* sequence was trimmed from the 5′ end using cutadapt (parameters: -g “EXPECTEDMPINGSEQUENCE;min_overlap=35;e = 0.1” -q 10). Reads shorter than 30 nucleotides were discarded. To remove reads that show *mPing* at its donor location, these 5′ and 3′ trimmed sequences were mapped to the reference *mPing* donor sequence using the default parameters of bowtie2^67^ with the additional parameter to store donor-unmapped reads (--un). These donor-unmapped reads were then mapped to the genome (TAIR10 reference genome for *Arabidopsis* and Williams 82 reference genome Wm82.a4.v1 from Phytozome for soybean) using the default parameters of bowtie2. The start position of each mapping read was collected as the *mPing* insertion site into the genome. The counts for insertion sites were summed over 10 nucleotide non-overlapping bins across the genome and normalized to the sequenced raw read counts in each sample to calculate the RPM for each ten-nucleotide bin. The R package CMplot^68^ was used to generate the Manhattan plots displayed in Figs. 2e and 4d and Extended Data Fig. 6b.

The number of bins with ≥100 RPM in each sample was counted as the number of free-transposition sites in the genome. *PDS3* bins were excluded from the free-transposition list for samples with the *PDS3* gRNA. The overlap of free transposition between biological replicates is shown in Extended Data Fig. 6a. The free-transposition sites were sorted on the basis of their RPM values and shown on the *x* axis in decreasing order in Fig. 2f with the RPM plotted. To only interrogate sites with partial matches to gRNA, first a list of *Arabidopsis* genomic regions was created using Cas-OFFinder^69^ with the least stringent criteria (≤9 bp mismatch to the gRNA and ≤2 bp bulge size). Next, only overlapping bins of free-transposition sites were retained and the Manhattan plots were created for Extended Data Fig. 6b.

### Western blotting

In liquid nitrogen, inflorescence tissue was ground into fine powder, then thawed in lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 10% glycerol, 1% NP-40 (IGEPAL), 0.5 mM DTT, 1 mM PMSF, 1% plant protease inhibitor cocktail (GoldBio)) for 15 min at 4 °C. The lysate was centrifuged for 15 min at 4 °C to remove debris. Equal amount of 2× LDS sample loading buffer (NuPAGE) was added to the clarified lysate. The samples were incubated at 95 °C for 5 min and then loaded onto a 4–20% gradient Tris-Glycine gel (BioRad). Proteins were separated at 150 V for 75 min and then transferred to a PVDF membrane (Immobilon-FL, MilliporeSigma) using the BioRad semi-dry transblot for 1 h. The membranes were blocked for 1 h at room temperature in Azure Fluorescent Blot Blocking Buffer (Azure). Primary antibodies, anti-Actin 11 (Agrisera, AS10 702) and anti-Cas9 (Diagenode, C15310258-100), were diluted 1:2,000 and 1:5,000, respectively, in the blocking buffer and incubated with the blot for three nights. The membranes were washed five times at room temperature with 1× PBS-T. The secondary antibodies (anti-Actin 11: AzureSpectra, goat anti-mouse 800, AC2135; anti-Cas9: AzureSpectra goat anti-rabbit 800, AC2134) were diluted 1:5,000 and incubated with the membranes for 1 h. The membranes were washed five times at room temperature with 1× PBS-T, and with 1× PBS for the last wash. The blots were dried and visualized using the Azure Sapphire Biomolecular Imager. Raw images of the western blots are shown in Supplementary Fig. 1.

### HRM analysis to detect mutations

High resolution melt (HRM) analysis was used to detect mutations at specific cut sites by Cas9. A list of the primers used for the analysis is provided in Supplementary Table 1. PCR reactions were performed using the QuantStudio 5 real-time quantitative PCR (qPCR) system and MeltDoctor HRM reagent (Applied Biosystems) according to the manufacturer’s instructions. The qPCR data were then analysed using the High Resolution Melt Software from Applied Biosystems.

### DNA methylation analysis

DNA methylation was analysed using DNA isolated from *Arabidopsis* seedlings using the NucleoBond HMW DNA kit (Takara). High-molecular-mass DNA was digested with XbaI and HincII or XbaI, DraI and SmaI to enrich for targeted integrations and remove donor locations of *mPing*. Digested high-molecular-mass DNA was run on an agarose gel and fragments above 1 kb were extracted. Fragmented DNA was converted (unmethylated Cytosines enzymatically converted to uracil) using a modified protocol of NEBNext Enzymatic Methyl-seq Conversion Module (New England Biolabs). In brief, the modifications included: 3 times the suggested volume of enzyme TET2 and oxidation enhancer were used to compensate for an increased input of 500 ng of genomic DNA; and, in the DNA clean-up steps, ethanol precipitation was used rather than bead purification. Amplicons were generated for sequencing by PCR for each locus with primers including degenerate bases that can be found in Supplementary Table 1. Amplification was performed using the My Taq HS Mix (Bioline) and the correct-size band was then extracted from the agarose gel. To calculate the conversion rate of each enzymatically converted DNA sample, amplification was also performed on *AT2G20610*, a known unmethylated gene. Library preparation and amplicon-seq was performed as described in the ‘Amplicon-seq of targeted insertion at *PDS3*’ section above. Analysis was performed as previously described^61^.

### Yeast assays

Yeast transposition assays were performed as described previously using BY4741-derived yeast that contain a genomic copy of the *mmPing20* element in the *ADE2* gene^49^. ORF1 (ORF1SC1 ONE^70^), ORF2 (*Pong* TPase L418A, L420A)^71^ and Cas9 were supplied separately or as fusions cloned into pAG423 GAL (Addgene, 14149) and pAG425 GAL (Addgene, 14153) plasmids using standard gateway cloning. p426-SNR52p-gRNA.CAN1.Y-SUP4t (Addgene, 43803) was used to supply the CAN1 gRNA^72^. The number of *ADE2* revertant colonies were counted after 10 days incubation on Galactose CSM-ADE-HIS-LUE-URA. A total of 48 colonies were grown on a CSM-ADE plate, then replicated onto CSM-ARG + canavanine medium and scored for growth the next day.

### Statistics and reproducibility

Statistical analysis for individual experiments is described within their figure legends. Figure 1a and Extended Data Fig. 2b are representative images from 160 independent plants (10 from each of the 16 lines) that were analysed with similar results. The analysis of *mPing* excision (Fig. 1b and Extended Data Fig. 2c) and targeted integration (Fig. 1d and Extended Data Fig. 4a) was repeated with independent transgenic plants twice with the same results. The Western blots in Extended Data Fig. 4b were repeated twice. Excision assays of *mPing* with Cas12a fusion proteins (Extended Data Fig. 5b) and targeted insertion assays (Extended Data Fig. 5e,f) were independently performed with two pooled samples (each including 50 independent T_1_ transgenic plants) with similar results. The targeted insertion assay with the one-component transgene in Extended Data Fig. 7c was repeated twice with similar results. The excision assay for *mPing_HSE* (Extended Data Fig. 8b) and the targeted insertion assay for this element (Extended Data Fig. 8c) was repeated with independent transgenic plants twice with similar results. The excision assay for *mPing_bar* and *mPing_bar_CDS* (Extended Data Fig. 9a) and the targeted insertion assay for these elements (Extended Data Fig. 9c) was repeated using pooled samples (each including 30 independent T_1_ transgenic plants) twice with similar results. The PCR genotyping in Extended Data Fig. 12b was repeated for two technical replicates on the same plants.

### Biological material availability

The LbCas12a plasmid and sequences are from Bayer Crop Science and are not controlled or distributed by the corresponding author. Otherwise, there are no restrictions on the availability of the biological materials. Materials are available from the authors and the Cas9 plasmid vectors and are being made available from the Arabidopsis Biological Resource Center (http://abrc.osu.edu).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07613-8.

### Supplementary information

Supplementary Fig. 1 Full scanned images of western blots from Extended Data Fig. 4b

Reporting Summary

Peer Review file

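For the amplicon libraries at *PDS3*, Supplementary Table 1 pairs a primer in *PDS3* with a primer in *mPing*, and a product forms only where both are joined. In *mPing*, which is 430 bp long, primer R (GTGCGACCTCCGCATTCTC) covers nucleotides 222 to 240 and reads towards the right end. Primer L of the U+L reaction (GAGAATGCGGAGGTCGCAC) covers the same nucleotides on the other strand and reads towards the left end. Primer L of the D+L reaction (GCAAGAGATCCGGTGAATGAAACG) covers nucleotides 185 to 208 and reads in the same direction.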

Supplementary Table 1 PCR primers and guide RNA sequences used in this report.

## Data Availability

There are no restrictions on the presented data. Amplicon-sequencing and Insertion-seq data from Figs. 2 and 4 for *Arabidopsis* and soybean are provided through the NCBI Sequence Read Archive (GSE227105). Genome sequences and annotations used come from TAIR10 (Columbia ecotype *Arabidopsis*) (https://www.arabidopsis.org/download/) and Williams 82 Wm82.a4.v1 from Phytozome (soybean; https://phytozome-next.jgi.doe.gov/info/Gmax_Wm82_a4_v1).

# Supplementary material for: Transposase-assisted target-site integration for efficient plant genome engineering
**Source:** Nature. 2024 Jun 26;631(8021):593–600. doi: 10.1038/s41586-024-07613-8
**Supplement:** Supplementary file 1 — Full scanned images of western blots from Extended Data Fig. 4b

---

**Supplementary information**

---

**Transposase-assisted target-site integration  
for efficient plant genome engineering**

---

In the format provided by the  
authors and unedited

Supplemental Fig. 1

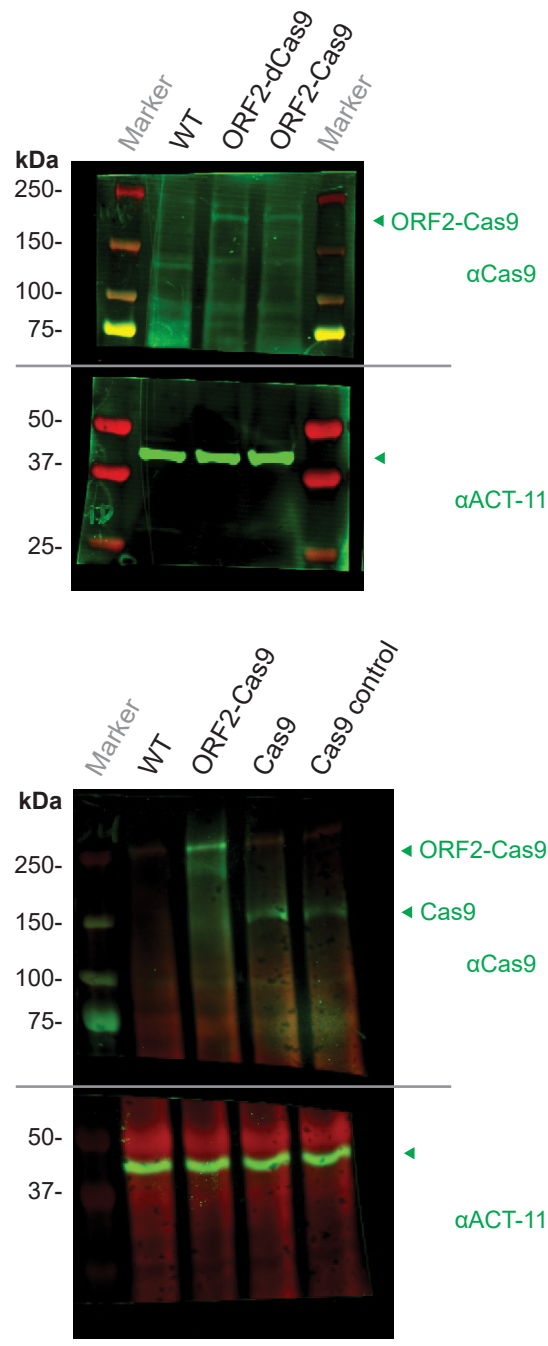

Used in Extended Data Fig. 4b

# Supplementary material for: Transposase-assisted target-site integration for efficient plant genome engineering
**Source:** Nature. 2024 Jun 26;631(8021):593–600. doi: 10.1038/s41586-024-07613-8
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Illumina BaseSpace software v7.30                                                                                                                                                                                                                                                                                                                                     |
| Data analysis   | High Resolution Melt Software v2.0<br>cutadapt v4.1<br>bwa v0.7.17-r1194-dirty<br>gatk v3.5-0-g36282e4<br>ggplot2 v3.3.6<br>bbmap v39.01 (this covers the bbdut clumpify.sh and dedupe.sh)<br>bowtie2 v2.4.4<br>CMplot v4.2.0<br>Benchling Biology Software v1<br>The perimeters, variables and sequences used for each program are described in the Methods section. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

There are no restrictions on the presented data. Amplicon-sequencing and Insertion-seq data from Fig. 2 and 4 for Arabidopsis and soybean are provided via the NCBI sequence read archive as GSE227105. Genome sequences and annotations used come from TAIR10 (Columbia ecotype Arabidopsis)(<https://www.arabidopsis.org/download/>) and Williams 82 Wm82.a4.v1 from Phytozome (soybean)([https://phytozome-next.jgi.doe.gov/info/Gmax\\_Wm82\\_a4\\_v1](https://phytozome-next.jgi.doe.gov/info/Gmax_Wm82_a4_v1)).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For pools of seedlings analyzed, pools are between 30 and 50 individuals. For the targeted insertion experiment, the number of plants tested is indicated on Figure 3C and 4B. The n= is indicated above the data. No size calculation was performed but rather the sample size was dictated by the number of transgenic plants generated by the experiment. These numbers are sufficient to minimize the effects of random transgene insertion position.

Data exclusions

None

Replication

Biological replicates (non-overlapping) were used for the deep sequencing data in Fig. 2E-F and Extended Data Fig. 6A-B.

Randomization

Samples were allocated into groups based on their genotype and transgene. Within these genotype groups, samples were given random available sequencing indexes. Otherwise, randomization was not relevant to our study.

Blinding

Blinding was not relevant to this study because no clinical research was performed.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Primary antibodies: anti-Actin (Agrisera, AS10 702) and anti-Cas9 (Diagenode, C15310258-100). Secondary antibodies: anti-Act 11: AzureSpectra, goat anti-mouse 800, AC2135; and anti-Cas9: AzureSpectra goat anti-rabbit 800, AC2134

Validation

Anti-Actin (Agrisera, AS10 702) is standard in the field as a loading control for Arabidopsis protein on Western blots and is validated at <https://www.citeab.com/antibodies/662899-as10-702-anti-actin-11>. Anti-Cas9 (Diagenode, C15310258-100) is validated for Cas9 in Arabidopsis in Extended Data Fig. 4b. Cas9 signal is not detected in the WT Arabidopsis plants that do not have a Cas9 transgene.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

BY4741 yeast strain

Authentication

Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.

Mycoplasma contamination

Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

How the deposited data were processed for this re-analysis (not part of the article)

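Amplicon-seq of *mPing* insertions at *PDS3* was analysed for the fused configuration (+ORF1, +ORF2–Cas9) and the unfused configuration (+ORF1, +ORF2, +Cas9), each with the primer pairs U+L, U+R, D+L and D+R. The authors amplified pooled 10-day-old seedlings, tagmented the amplicons with Tn5 and sequenced them on a MiSeq system. They deposited, for each of the 8 libraries, counts of identical reads beside each distinct read sequence, without normalization. Every deposited sequence was 301 nt long and most still held the adapter, so that the adapter trimming of the paper's methods had not yet been applied. How identical reads were collapsed into counts is not stated in the paper's text. PCR duplicates cannot be detected, as the paper's methods say, because Tn5 added the adapters after the PCR. Insertion-seq, Sanger sequencing and the soybean experiments were not analysed here.

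The 3′ adapter was removed with at most 10% mismatches and an overlap of at least 3 nt, and sequences under 10 nt would have been discarded, which removed 0 reads. The *PDS3* sequence and its annotation came from the TAIR10.1 assembly. The sequence of *mPing* (430 bp) was the consensus of the libraries' own reads from both ends, joined across primer R of Supplementary Table 1. Seeds of 12 nt located *PDS3* and *mPing* in each read. Each match was extended towards the junction as far as it reached, with *PDS3* ending at the cleavage site at the latest. Bases that matched both were given to *mPing* and its flanking bases first, and what remained between the matches was counted as extra bases. A junction read needed 20 nt of *PDS3* and 20 nt of *mPing*, with at most 2 mismatches in each, the whole number that the paper's mismatch rate of 11% allows. For the insertion site, the terminal 20 nt of *mPing* were found with at most 10% mismatches by position and the rest of the read was placed on *PDS3* followed by the flanking TTA, so that *PDS3* ended at the cleavage site and missing *mPing* nucleotides added to the distance from it. Intact ends, complete flanking bases, perfect junctions and classes of polymorphism were derived from the same division of each read. Distinct junctions were counted as distinct windows of 20 nt on each side in each library, and the counts were summed over libraries. The clustering tools of the paper's methods were not used here.

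The libraries contained between 104350 and 141906 reads, and between 35800 and 65459 of these held a junction. Each share was given a 95% Wilson confidence interval, and a share of 0 a limit of 3 reads of the total. Libraries were pooled by junction side (4 libraries each), by end of *mPing* (4 each), by configuration (4 each) or all together. Perfect junctions were compared between configurations with Pearson's χ2 test on numbers of reads and with the Cochran-Mantel-Haenszel test stratified by orientation, at a threshold of 0.05. The distribution of unchanged reads over the junction was compared with Pearson's χ2 test on percentages, as the paper's methods describe.

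The results, their tests, the alternatives and the rule for naming junction sequences were set before the data were examined. The named sequences are the 3 with the most reads in each primer pair, summed over both configurations, and the perfect sequence of each pair, and the text gives those that matter at each conclusion. Other sequences named in the text, such as those with at least 1% of a library's reads, were chosen after their values were seen. The alternatives were to count each distinct read sequence once, to use sequences with at least 2 reads, to require exact anchors, to assign shared bases to *PDS3* first (with the insertion site taken from lost *PDS3* bases alone), to average the libraries' shares, to leave out each library in turn, to analyse each orientation alone, to test numbers of reads in place of percentages, and to count distinct junctions over 10 nt windows or with at least 10 reads. Some details were settled only after junctions had been seen. These were the ending of *PDS3* at the cleavage site, the counting of mismatches by position, the bases that make a junction perfect and the rules that divide the classes. While the first of these was being settled, the 5′ share at the cleavage site was seen to lie near the height of the bar in Fig. 2a, and the share without this ending is given as an added alternative.

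The division of reads was tested on 15988 simulated reads of 7 junction types with an error rate of 0.2% per base. The simulated junction was recovered in 97.6% of reads, and in at least 95.45% for each junction type and primer pair. A read counted as recovered when its parts rejoined to the simulated sequence, however shared bases were assigned. The assignment of shared bases and the placement of the insertion site were therefore not tested. The error rate was a fixed setting and not an estimate from the libraries. Intact ends were simulated in 85.7% of reads and called in 84.8%, and perfect junctions were simulated in 14.3% and called in 13.7%. The analysis used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.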

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

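Tests of explanations in this part were chosen only after the result was seen, except the count of distinct read sequences with the 38 bp loss. The values for each orientation alone, with exact anchors and with shared bases assigned to *PDS3* first belong to alternatives set before the data were examined. Of 10 groups of 4 libraries compared, 3 contained a library far from the other libraries of its group, where chance alone gives about 1 in 20. The libraries of a group differ in configuration and primer pair and are not replicates, so a distance between them is no measure of technical noise. The configurations differ by design, and a biological difference between them stays open and untested, since there was 1 library for each configuration and primer pair.

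In unfused U+R, 64.8% of reads placed the insertion within 4 bp of the cleavage site, far below the 99.7–99.8% in the other 5′ libraries. Most of the reads further away had 1 junction sequence with a 38 bp loss of *PDS3* and the extra bases ACAG, longer than the deletions the paper's text describes. It made up 32.9% (11901 of 36201) of the junction reads of this library. Reads exchanged between libraries would have carried it into fused U+R, where 0 of 35766 reads had it, for a share of at most 0.008%. This argues against such an exchange. Whether a single read was copied many times before counting could not be tested with distinct read sequences. The junction sequence was in 33.05% of those of the library, about its share of reads. Most reads of the library were distinct, with 129217 distinct sequences in 141906 reads, and sequencing and PCR errors can make copies distinct. That the junction sequence descends from a single insertion event that was amplified strongly stays open as well. Copies made during PCR are later fragmented by Tn5 at different positions.

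In fused D+L, 94.4% of reads placed the insertion within 4 bp, against 99.4–99.6% in the other 3′ libraries. The reads outside were mostly at 5 bp (5.18% of reads) and came from the sequence CCATGGTCGGCAGTCACAAT, which lacks 2 bp of *PDS3* and 3 nt of *mPing*. The placement rule starts from the end of a complete *mPing* and so adds both losses. The same rule places most reads of unfused D+R, which lack 3 nt of *mPing*, at 3 bp. With shared bases assigned to *PDS3* first, which counts lost *PDS3* bases alone, the pooled 3′ share was 99.45%. The rule for the insertion site is therefore a candidate explanation for the distance of this library. No other technical explanation was tested for it.

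In unfused D+R, the right end of *mPing* was intact in 0.017% of reads (9 of 51735), against 98.1–99.1% in the other R libraries. A fault of the primers, of the *mPing* sequence used or of the placement would have lowered fused D+R as well, where the share was 99.05%, so this is argued against. That few junctions were amplified in this library cannot be told apart from a difference in how *mPing* was delivered. A single junction sequence held 97.03% of the distinct read sequences as well as 97.6% of the reads, but neither share separates a single abundant event from several identical ones.

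Perfect junctions at the 5′ junction were less frequent in the unfused library in the forward orientation (a difference of -11.28 percentage points) and more frequent in the reverse orientation (27.36 points). The difference between these differences was 38.63 points (z = 140.9). Sequencing errors in the anchors do not explain it, since with exact anchors the difference between the orientations was 40.29 points and the signs stayed opposite. Perfect junctions reached 1% of reads in only 2 of the 8 libraries, fused U+L and unfused U+R, and the highest share among the others was 0.017%. Few amplified junctions in a library and an effect of orientation cannot be told apart from these values, because each orientation of a configuration was read in a single library per junction.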

How the results depend on the processing

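No test in this part was chosen after its result was seen, and the alternative without the flanking TTA, the count of each sequence once over the libraries, the unchanged reads in each orientation or without a library, and the values without a library within a configuration or junction were added after the data had been seen. No paired analysis was possible because each configuration and primer pair has a single library. With read numbers this large the confidence intervals are narrow, so most alternatives left them. Of 154 values under an alternative, 45 were counted as unchanged, 107 moved, 1 became weaker and 1 reversed. Unchanged shares stayed inside the interval, and unchanged tests stayed on the same side of the threshold. The number of distinct junction sequences and the 3′ difference in perfect junctions have neither an interval nor a p-value. Those counted as unchanged were 7559 and 7140 sequences against 7570, and differences of 0. The results are given in a fixed order, which is the share at the cleavage site (5′, 3′), within 4 bp (5′, 3′), intact ends (left, right, both), complete flanking bases (5′, 3′), changes within the junction nucleotides, and deletions of 1 to 3 bp. Values without a change are left out. The cause of each change was not tested unless stated.

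With each distinct read sequence counted once, the shares were 70.9%, 27.2%, 92.5%, 97.9%, 91.8%, 68.75%, 82.1%, 21.25%, 19.0%, 65.3% and 41.5%. With sequences read at least 2 times, they were 67.9%, 24.2%, 93.3%, 98.8%, 95.8%, 76.04%, 86.3%, 19.8%, 29.0%, 69.7% and 48.85%. Exact anchors gave 74.6% and 32.4% at the cleavage site, 92.8% and 99.5% within 4 bp, 92.9% for left and 83.2% for both ends, 20.6% complete flanking bases (5′), 68.0% and 44.8%. Assigning shared bases to *PDS3* first, with the insertion site taken from lost *PDS3* bases alone, gave 76.01% and 62.0% at the cleavage site, 99.45% within 4 bp (3′), 78.15% for left and 74.8% for both ends, 20.35% complete flanking bases (5′) and 64.2% within the junction nucleotides. The mean of the libraries' shares was 71.4%, 24.8%, 91.0% and 98.2% for the sites, 73.9% for right and 83.3% for both ends, 22.7% and 21.7% for the flanking bases, 63.7% and 38.7%. Without the flanking TTA, *PDS3* can continue past the cleavage site, and the 5′ share at the exact site was 47.1%. By construction this moves reads whose next base matches *PDS3*. The details of the placement were settled while this share was in view, so its nearness to any published value is no independent evidence.

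Leaving out each library in turn gave ranges of 63.2–81.0% and 19.2–33.5% at the cleavage site, and of 89.3–99.7% and 97.6–99.4% within 4 bp. Intact ends ranged over 90.3–96.95% (left), 57.2–98.65% (right) and 80.1–94.7% (both). Complete flanking bases ranged over 10.4–26.1% (5′) and 5.02–29.6% (3′), the lowest values being those without unfused U+R and without fused D+R. Changes within the junction nucleotides ranged over 61.0–76.01%. Deletions of 1 to 3 bp ranged over 36.2–49.4%. They were the most common class under every alternative except without fused D+L, where longer deletions reached 39.0% against 36.2%. The order of the configurations in changes within the junction nucleotides turned without unfused D+R, which raised the unfused share to 78.3% against 74.2% fused, and the unfused share of intact ends rose to 91.4%.

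The difference in perfect junctions at the 5′ junction kept its sign and its side of the threshold under all but 1 of the 7 alternatives run for it, with values between 2.965 and 27.36 percentage points. It reversed to -11.28 points in the forward orientation alone. At the 3′ junction the difference was 0 in both orientations alone and under each alternative for weighting, anchors and shared bases, and the Cochran-Mantel-Haenszel test gave no value there because no read was perfect. For unchanged reads over the junction, 4 alternatives were set beforehand. These counted each distinct read sequence once, or used sequences read at least 2 times, exact anchors or numbers of reads. The average difference kept its sign under them, from -4.640 to -3.827 points (5′) and from -9.541 to -8.470 points (3′). The χ2 test, which compares the shape of the profile and not this average, kept its side of the threshold (5′, p from below the smallest number computed to 0.036). With numbers of reads, the χ2 values of the single positions were summed, which treats positions of the same reads as independent. In each orientation alone the average difference was -0.976 and -9.851 points (5′) and -17.43 and -1.705 points (3′). Leaving out each library in turn gave -7.335 to -2.701 points (5′) and -15.69 to -3.348 points (3′). Without unfused U+R the 5′ difference was -2.795 points and the χ2 test no longer passed the threshold, which was counted as weaker.

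The number of distinct junction sequences depended most on the processing. It was 298 with read sequences counted at least 2 times, 966 with at least 10 reads per window, 1651 with exact anchors and 3751 with 10 nt windows, against 7570 summed over the libraries and 7559 with shared bases assigned to *PDS3* first. Each sequence counted once over the libraries gave 7140. Depth limits the shares of 0, which allow up to 0.008% of the junction reads and 0.011% of the polymorphic reads of a single library.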

Differences from the paper's values

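No test in this part was chosen after its result was seen. Values within 1.5 times the paper's value were not counted as different, although intact ends were higher here. The paper gives 66.8% for *mPing* elements with intact ends, and 83.0% of reads had an intact end here. Every setting run lay above 66.8%, from 74.8% (shared bases assigned to *PDS3* first) to 94.7% (without unfused D+R). The paper reports more than 1703 distinct junctions, and 7570 distinct junction sequences, summed over the libraries, were counted here. Of the alternatives set before the data were examined, exact anchors gave 1651, which is within 1.5 times the paper's value. Sequences with at least 2 reads (298), 10 nt windows (3751), at least 10 reads per window (966) and shared bases assigned to *PDS3* first (7559) did not close the gap.

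By configuration and junction, the paper shows about 310 junctions for the fused 5′ junction in Fig. 2d, read by eye, and 1616 were counted here, with 358 under exact anchors as the only alternative that closed the gap. For the fused 3′ junction the paper shows about 200 in Fig. 2d, read by eye, against 1866 here, and at least 10 reads per window gave 204 while the other alternatives did not close the gap. For the unfused 5′ junction the paper shows about 820 in Fig. 2d, read by eye, against 2338 here, and only 10 nt windows, with 1135, closed the gap. For the unfused 3′ junction the paper shows about 370 in Fig. 2d, read by eye, against 1750 here, and only exact anchors, with 316, closed the gap. No single alternative did so for all 4 groups.

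The paper shows about 40% of reads at the exact cleavage site for the 3′ junction in Fig. 2a, read by eye, and the share here was 26.46%. The ratio fell below 1.5 with each distinct read sequence counted once (27.2%), with exact anchors (32.4%), without fused D+R (27.1%) and without unfused D+R (33.5%). It did not with sequences read at least 2 times (24.2%), with the mean of the libraries' shares (24.8%), without fused D+L (25.3%), without unfused D+L (19.2%) or with shared bases assigned to *PDS3* first and lost *PDS3* bases alone counted (62.0%).

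The number of reads behind the insertion sites is about 87000 for the 5′ junction in the paper's Fig. 2a, read by eye, and 179419 here, and none of the alternatives set before the data were examined closed the gap. Each distinct read sequence counted once gave 147005, sequences with at least 2 reads 39257, exact anchors 152627 and shared bases assigned to *PDS3* first 179417. For the 3′ junction it is about 120000 in the paper's Fig. 2a, read by eye, and 232096 here. Exact anchors gave 162772, which closed the gap, and each distinct read sequence counted once (180273), sequences with at least 2 reads (62654) and shared bases assigned to *PDS3* first (232017) did not.

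Some statements of the paper differ in direction or ranking from these values. The paper names short deletions as the most common variation, which held over all libraries but not in the unfused configuration, where longer deletions were 45.8% and short deletions 28.0%, nor at the 5′ junction, where 38.4% of reads combined lost bases with gained or substituted bases and short deletions were 33.1%. Each of these rankings rested on 1 library, since short deletions ranked first in the unfused configuration without unfused D+R (37.6% against 28.7%) and at the 5′ junction without unfused U+R (39.3% against 27.4%). The 5′ ranking may also depend on ending *PDS3* at the cleavage site. This rule counts the C of TAAGCCTGACCAGGCCAGTCAC as gained, although it also matches *PDS3*. The paper states that the unfused configuration generated more perfect insertions, which held for the reads of both orientations summed at the 5′ junction. It did not hold in the forward orientation (-11.28 percentage points), and no perfect junction was found at the 3′ junction. The paper's test used the unchanged reads at each position. Averaged over positions, the unfused minus fused difference in these was -4.52 points (5′) and -8.81 points (3′), the opposite direction. It was negative under every setting run, although single positions differed in direction. The paper's significance level for the left junction is stricter than the p of 0.016 found here for the distribution of unchanged reads. With sequences read at least 2 times p was 1.76e-04, which reaches the paper's level. Exact anchors (0.022) and each distinct read sequence counted once (0.036) do not reach it. With numbers of reads in place of percentages, the χ2 values of the single positions were summed, and p was below the smallest number computed. That sum is another test and treats positions of the same reads as independent, so it cannot be set against the paper's level.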

Other observations

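All tests in this part were chosen only after the result was seen, and the window used for sequencing errors was redefined once after values had been seen. No biological explanation was tested in this part unless named.

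Most of the 7570 distinct junction windows, summed over the libraries, were read few times. If they were sequencing and PCR errors in the common junctions, a stretch of *mPing* that holds no junction should show nearly as many distinct sequences. A window of 43 nt that starts 20 nt inside *mPing* gave 0.814 times as many distinct sequences in the same reads, 0.622 times as many with at least 2 reads and 0.740 times as many with at least 10 reads. A first version of this window, whose length followed each junction, gave ratios above 1. The values are consistent with errors as the source of most distinct windows, and the number of windows is therefore no count of insertions. The ratio varied between 0.516 (fused D+R) and 1.467 (unfused D+R), and with at least 2 reads between 0.401 and 1.631 in the same libraries.

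Of 23 junction sequences with at least 10% of the reads of a library, 7 also had at least 1% in the library of the other configuration with the same primers, and 16 had under 0.1% there. These 7 entries are 4 sequences. Reads exchanged between libraries would carry every abundant sequence across alike, and the 16 that stayed at or below 0.044% in the other library argue against this. Recurrent repair to the same sequence in separate insertions may therefore underlie the shared sequences. The fused and unfused libraries came from separate pools of seedlings, so without exchange a shared junction formed separately in each pool. How often it formed within a pool could not be tested without replicates.

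Junctions that differed from the cleavage site by 1 bp did so in 1 direction on each side when shared bases were given to *mPing*. Among junction sequences with a complete *mPing* end, at least 1% of a library and a difference of 1 bp, 3 at the 5′ junction kept 1 further base pair of *PDS3* and 0 lacked 1, while at the 3′ junction 0 kept a further base pair and 6 lacked 1 (Fisher's exact test, two-sided, p = 0.012). The entry from unfused D+L that can be assigned to either side was left out. So was ATAAGCCTGACAGTCACAAT of unfused U+L, which lacks 3 nt of *mPing* and 1 bp of *PDS3* and whose next base can also be assigned to either side. With this entry p was 0.033. With every shared base given to *PDS3*, CATAAGCCTGAGGCCAGTCAC of fused U+L, which held 51.0% of its reads, lacks 1 bp as well. The 5′ counts were then 3 and 1, the 3′ counts 2 and 7, and p was 0.217. This recount did not keep the same set of sequences. The 7 include CCATGGTCGGCAGTCACAAT of fused D+L, which lacks 3 nt of *mPing*, and the 2 include the entry from unfused D+L. The base pair concerned is the first after the cleavage site, at 8192710 on chromosome 4. The direction therefore depends on the assignment of shared bases, and Cas9 cleavage 4 bp from the PAM stays open, neither supported nor excluded. The same sequence enters the test from several libraries, so its entries are not independent, and the p is too small to that extent. The test was recalculated once, after a correction to the reads over which the 1% was taken, which raised p. An added base that happens to match *PDS3* was not tested.

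Where a single base stood between *PDS3* and *mPing*, it was an A, the flanking base next to *mPing*, in 7 of 7 common junctions counted in each primer pair. These 7 entries are 4 sequences. A test against random bases, with an A in 1 of 4 (one-sided exact binomial test, p = 6.10e-05), cannot decide between explanations. It treats the 7 entries as independent, which they are not. In 1 of the sequences, from fused U+L, the A is also the *PDS3* base at that position, and an added base that matches *PDS3* would not have been recognized. Random addition and a partial loss of the flanking TTA/TAA from its outer end both stay open.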
